# Macrophage elastase (MMP12) critically contributes to the development of subretinal fibrosis

**DOI:** 10.1186/s12974-022-02433-x

**Published:** 2022-04-05

**Authors:** Caijiao Yi, Jian Liu, Wen Deng, Chang Luo, Jinyan Qi, Mei Chen, Heping Xu

**Keywords:** Age-related macular degeneration, Macular fibrosis, Inflammation, Matrix metalloproteinase-12, RNA sequencing

## Abstract

**Background:**

Macular subretinal fibrosis is the end-stage complication of neovascular age-related macular degeneration (nAMD). We previously developed a mouse model of two-stage laser-induced subretinal fibrosis that mimics closely the dynamic course of macular fibrosis in nAMD patients. This study was aimed to understand the molecular mechanism of subretinal fibrosis.

**Methods:**

Subretinal fibrosis was induced in C57BL/6J mice using the two-stage laser-induced protocol. Twenty days later, eyes were collected and processed for RNA sequencing (RNA-seq) analysis. DESeq2 was used to determine the differentially expressed genes (DEGs). Gene Ontology (GO) and KEGG were used to analyze the enriched pathways. The expression of the selected DEGs including *Mmp12* was verified by qPCR. The expression of MMP12 in subretinal fibrosis of mouse and nAMD donor eyes was examined by immunofluorescence and confocal microscopy. The expression of collagen 1, αSMA and fibronectin and cytokines in bone marrow-derived macrophages from control and subretinal fibrosis mice were examined by qPCR, immunocytochemistry and Luminex multiplex cytokine assay. The MMP12 specific inhibitor MMP408 was used to evaluate the effect of MMP12 on TGFβ-induced macrophage-to-myofibroblast transition (MMT) in vitro and its role in subretinal fibrosis in vivo.

**Results:**

RNA-seq analysis of RPE-choroid from subretinal fibrosis eyes uncovered 139 DEGs (fold change log2(fc) ≥ 0.5, FDR < 0.05), including 104 up-regulated and 35 were down-regulated genes. The top 25 enrichment GO terms were related to inflammation, blood vessels/cardiovascular development and angiogenesis. One of the most significantly upregulated genes, *Mmp12*, contributed to 12 of the top 25 GO terms. Higher levels of MMP12 were detected in subretinal fibrotic lesions in nAMD patients and the mouse model, including in F4/80^+^ or Iba1^+^ macrophages. BMDMs from subretinal fibrosis mice expressed higher levels of MMP12, collagen-1, αSMA and fibronectin. MMP408 dose-dependently suppressed TGFβ-induced MMT in BMDMs. In vivo treatment with MMP408 (5 mg/kg) significantly reduced subretinal fibrosis accompanied by reduced F4/80^+^ macrophage infiltration.

**Conclusions:**

MMP12 critically contributes to the development of subretinal fibrosis, partially through promoting MMT.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02433-x.

## Introduction

Macular subretinal fibrosis is the most severe form of end-stage complication of neovascular age-related macular degeneration (nAMD), a leading cause of blindness in the elderly in developed countries [1, 2]. Without any therapy, all nAMD patients eventually developed macular fibrosis [3]. With current anti-VEGF therapy, between 20–60% of nAMD patients develop subretinal fibrosis in 2–7 years [4–7]. Unlike the fibrotic scar that heals a skin wound, subretinal fibrosis is a vascularized lesion with a significant number of immune cells and myofibroblasts and excessive extracellular matrix protein deposition [8, 9], a typical “hot fibrosis” [10]. The “hot fibrosis” has a dynamic and active myofibroblast-macrophage (immune cell) interaction and this continued inflammatory response damages remaining healthy cells such as retinal pigment epithelial (RPE) cells and photoreceptors leading to irreversible sight loss. The molecular mechanism leading to the infiltration, activation and accumulation of myofibroblasts remains poorly defined. Because of this, no medication is currently available to prevent or treat macular fibrosis secondary to nAMD.

Clinical studies have shown that a large lesion size, poor baseline vision, higher rates of lesion activity (e.g., macular oedema, haemorrhage) [7, 11, 12], and longer interval between diagnosis and treatment [4] are risk factors of macular fibrosis in nAMD. We and others have reported that macular fibrosis in nAMD is associated with higher plasma levels of lipocalin 2 [13], complement fragments C3a, C4a and C5a [14] and lower serum levels of 25-hydroxyvitamin D [15]. Vitamin D has an important role in regulating immune cell functions [16]. We also found that the percentage of circulating CD4^+^ T cells in nAMD patients without macular fibrosis was lower compared to that in patients with subretinal fibrosis [17]. These clinical observations suggest a link between dysregulated or uncontrolled inflammation and macular fibrosis in nAMD.

We hypothesized that the higher rates of lesion activity (e.g., multiple episodes of macular oedema and haemorrhages) in nAMD may lead to prolonged chronic inflammation. The sustained inflammatory response plays an important role in converting the neovascular membrane into a fibrovascular lesion and the development of macular fibrosis [9, 18]. Based on this hypothesis, we developed a mouse model of two-stage laser-induced subretinal fibrosis [19]. In this model, choroidal neovascularization (CNV) was induced by the first laser burn of the Bruch’s membrane. 7–10 days later (when CNV reached peak size), a second laser burn was introduced to the CNV. The second laser burn induces leakage and haemorrhage and mimics the higher rates of disease activity in nAMD patients with macular fibrosis. This protocol resulted in the development of subretinal fibrovascular membranes that lasted for more than 40 days [19]. We believe this model mirrors closely the dynamic course of macular fibrosis in nAMD patients and is an ideal tool to study disease pathogenesis.

The current study was aimed to understand the molecular pathways involved in the development of subretinal fibrosis in our two-stage laser model. Using RNA sequencing (RNA-seq) technology, we identified matrix metalloproteinase 12 (*Mmp12*), also known as macrophage elastase, as one of the most significantly upregulated genes in subretinal fibrosis. Further in vitro and in vivo studies showed that MMP12 was involved in TGFβ-induced macrophage-to-myofibroblast transition (MMT) and blocking MMP12 significantly reduced subretinal fibrosis.

## Materials and methods

### Animals

C57BL/6J male mice aged between 8 and 10 weeks were provided by SJA Laboratory Animal Co., Ltd (Changsha, China) and raised in specific pathogen-free conditions on a 12-h day/night cycle with free access to food and water in the Department of Laboratory Animals of Central South University, China. All animal-related procedures were conducted following the Association for Research in Vision and Ophthalmology (ARVO) Statement for the Use of Animals in Ophthalmic and Vision Research and the protocols were approved by the Animal Welfare Ethics Committee of Central South University.

### Induction of subretinal fibrosis

Subretinal fibrosis was induced in mice using the two-stage laser protocol described previously by us with slight modifications [19]. Briefly, mice were anaesthetized with an intraperitoneal injection of sodium pentobarbital (60 mg/kg, Sigma Aldrich, St. Louis, MO), and pupils were dilated with the eyedrop containing 0.5% tropicamide and 0.5% phenylephrine (Santen Pharmaceutical Co., Ltd., Osaka, Japan). Carboxymethylcellulose sodium (Allergan Pharmaceutical Co., Ltd., County Mayo, Ireland) was used to moisten the ocular surface. Laser-induced choroidal neovascularization (CNV) was conducted using a photocoagulator (Topcon, Tokyo, Japan) (200 mv power, 100 ms duration and 60 μm spot size). Four laser burns were conducted around the optic head (at least two optic disc diameters away from the optic nerve head) in each eye. 10 days later, a second laser burn was applied to each lesion.

### RNA extraction, library preparation, and sequencing

Twenty days after the second laser, total RNAs were extracted from RPE-choroid using miRNeasy Micro Kit (Cat: 1071023, Qiagen, Dusseldorf, Germany) according to the manufacturer’s instructions. The RNA purity was determined by NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA), RNA quantity was measured using Qubit2.0 Fluorometer (Invitrogen, Carlsbad, CA) and the RNA integrity was determined by Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA). The cDNA libraries from 3 subretinal fibrosis mice and 3 healthy control mice were sequenced using the Illumina sequencing platform by Genedenovo Biotechnology Co., Ltd (Guangzhou, China). Low-quality reads or reads containing adapter and ploy-N were filtered by using the FASTP (Version 0.18.0, Haplox, Shenzhen, China). StringTie was used to count the numbers of reads mapped to each gene. Gene expression was calculated and expressed as fragments per kilobase of transcript per million mapped reads (FPKM). DESeq2 was used to determine the differentially expressed genes (DEGs) using the criteria of false discovery rate (FDR) < 0.05 (the *p*-value adjusted by the Benjamini–Hochberg method), log2(fc) ≥ 0.5, and count > 50 in at least 2 samples.

### Bioinformatics analysis

The free R language software (Version 3.6.3, https://www.r-project.org) was used to create the volcano plot of DEGs and the most significantly up- or down-regulated genes were labelled. Gene Ontology (GO) function analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of DEGs were performed using the free online platform OmicShare (https://www.omicshare.com/tools). GO terms with FDR < 0.05 and KEGG pathways with *p* < 0.05 were considered significantly enriched. A protein–protein interaction (PPI) network of DEGs was searched in the STRING database with a confidence score > 0.4. The top 30 genes with the highest connection degree were calculated by the Cytohubba plugin and visualized in Cytoscape (Version3.8.0, Oracle, Redwood City, CA).

### Quantitative real-time PCR verification

Total RNA was extracted from RPE/choroid tissue as described above. In addition, we also extracted total RNA from bone marrow-derived macrophages (BMDMs) using the total RNA Kit II (Cat: R6934-01, Omega, Norcross, GA) according to the manufacturer’s instructions. Fourteen notable DEGs (Table 1) from the RNA-seq analysis were selected for quantitative real time PCR (qRT-PCR) verification in RPE-choroid-sclera of normal and fibrosis eyes collected 20 days after the second laser (*n* = 8). The expression levels of myofibroblast signature genes (*col1a1, FN1, Acta2*) and macrophage activation related genes (Table 1) in BMDMs were also evaluated by qRT-PCR. 1ug of total RNA was used to synthesize cDNA using the PrimeScript RT Reagent Kit (Cat: 6110A, Vazyme Biotech, Nanjing, China). Quantitative real-time PCR was performed in a total of 10ul mixture solution using the LightCycler 96 (Roche, Basel, Switzerland). Each 10 µl reaction mixture contains 5ul SYBR GREEN PCR MasterMix (Cat: Q711-02, Vazyme Biotech), 1uM primers and diluted cDNA. GAPDH was used as a housing-keeping gene. The primers referenced in this study were designed using the NCBI Primer BLAST system and purchased from TSINGKE (Changsha, Hunan, China). The primer sequences are detailed in Table 1.

**Table 1:** Primer sequences of mouse genes for quantitative RT-PCR

Gene	Forward	Reverse
*Mmp12*	CCTGCTTACCCCAAGCTGAT	ATGTTTTGGTGACACGACGG
*Aplnr*	CTGTGCTGGATGCCTTACCA	GCCCGGAAGAATAACTGGCT
*Chil1*	GTCCTGATGCTGCTCCAGA	GGTTGGATGGCGTCTGGTAA
*Jund*	TCTACGCCAACCTGAGCAGT	CGTTCTTGCGTGTCCATGTC
*Smarcd3*	TGACAGATGTGGCAGGGAAC	GCGCTGCTGGATCTTACAGT
*Ctss*	CCACGCTGCCATCAGAAGAT	CCAGATGAGACGCCGTACTT
*Lyz2*	GGAATGGCTGGCTACTATGGA	ACCCATGCTCGAATGCCTTG
*Clec7a*	CTCCATCTTCACCTTGGAGGC	TTGTGTCGCCAAAATGCTAGG
*Itgb2*	CCAGGAATGCACCAAGTACAAAGT	AGTGAAGTTCAGCTTCTGGCAC
*Timp2*	GGATGAGTGCCTCTGGATGG	ACGGGTCCTCGATGTCAAGA
*Nr4a1*	GCACAGCTTGGGTGTTGATG	AGCCATGTGCTCCTTCAGAC
*C1qb*	GCTGGAGACCTTGGTGAGTT	TCGAAGCGAATGACCTGGTT
*CD68*	TCTGATCTTGCTAGGACCGC	TCATCGTGAAGGATGGCAGG
*C3ar1*	TACACTGAACGCTGACGCTT	TGGTTATTGCCATCAGCGGT
*Col1a1*	CTGGCGGTTCAGGTCCAAT	TTCCAGGCAATCCACGAGC
*Fn1*	GCCGTTAGATGTGCAAGCTG	TGCTGAAGCTGAGAACTAGGC
*Acta2*	GGACGTACAACTGGTATTGTGC	TCGGCAGTAGTCACGAAGGA
*iNOS*	GGCAAACCCAAGGTCTACGTT	TCGCTCAAGTTCAGCTTGGT
*Arg-1*	TTATCGGAGCGCCTTTCTCAA	TGGTCTCTCACGTCATACTCTGT
*Emr1(F4/80)*	TTCCTCGCCTGCTTCTTCTG	TAGCCAAAGGCACAGAGGTG
*Smad-1*	CAGGCAGTTGCTTACGAGGA	TCCGGTTAACGTTGGAGAGC
*Smad-2*	GTATGGACACAGGCTCTCCG	ACCAGAATGCAGGTTCCGAG
*Smad-3*	GCGGTCAAGAGCTTGGTGAA	ACCTGGGGATGGTAATGCAC
*GAPDH*	CTCAGGAGAGTGTTTCCTCGTC	ATGGGCTTCCCGTTGATGAC

### In vivo treatment

To investigate the role of MMP12 in subretinal fibrosis, an MMP12 specific inhibitor MMP408 [20] was used in the two-stage laser-induced mouse model of subretinal fibrosis. Three days after the second laser, mice were randomized into 3 groups, MMP408 treatment group, vehicle (1% dimethyl sulfoxide (DMSO) and 2% Tween 80) treatment group, and control non-treatment group. 5 mice were used in each group. MMP408 (Cat: 444291, Sigma Aldrich) was administered via gavage feeding at 5 mg/kg (150 µl/mouse) twice daily for five consecutive days. Mice in the vehicle group received the same amount of 1% DMSO and 2% Tween 80 for five days. Mice were sacrificed 10 days after the second laser and eyes were collected and processed for immunohistochemistry investigations.

### Isolation and culture of bone marrow cells

Bone marrow cells from normal and subretinal fibrosis mice (20 days after the second laser) were isolated using the protocol previously described [21]. Briefly, the bone marrow cells were flushed from the femur and tibia, red blood cells were removed by Lysis Buffer (Cat: 00-4300-54, eBioscience, San Diego, CA). The cells were cultured in DMEM (Cat: 8121516, Gibco, Grand Island, NY) supplemented with 15% fetal bovine serum (FBS, Cat: 10099141C, Gibco), 20% L929 supernatant and 100 mg/ml primocin (Cat: PML-41-06, Invivogen, San Diego, CA) in 6-well plates at a density of 1.5 × 10^6^ cells/well at 37 °C in 5% CO_2_ incubator. The phenotype of BMDMs was confirmed 4 ~ 5 days after culture using flow cytometry and > 96% of cells were CD11b^+^F4/80^+^. The cells were used in the below MMT study. In addition, the expression of MMP12 in BMDMs was examined by immunocytochemistry and qRT-PCR, and supernatants were used for Luminex multiplex cytokine array assay.

### Induction of macrophage-to-myofibroblast transition and MMP408 treatment

The BMDMs from normal non-fibrosis mice or mice with subretinal fibrosis (20 days after 2nd laser) were treated with 10 ng/ml TGF-β1 (Cat: 7666-MB-005, R&D Systems, Minneapolis, MN) with or without MMP408 (2 nM/ml, 20 nM/ml and 80 nM/ml) for 96 h. 0.08% DMSO was used as vehicle control. The cells were collected for (a) qRT-PCR analysis of myofibroblast (*col1a1, FN1, Acta2*) and macrophage polarization (*iNOS, Arg-1*) genes, Smad genes (*Smad-1, Smad-2, Smad-3)* and macrophage marker F4/80 gene (*Emr1*); and (b) immunocytochemistry of collagen-1 and α-SMA.

### Luminex multiplex cytokine assay

The production of 15 cytokines (CCL2, VEGF, CXCL10, Osteopontin, Angiopoietin-2, uPAR, PDGFα, PDGFβ, IL-1α, IL-1β, IL-10, CD105, EGF, GM-CSF, G-CSF) in BMDM supernatants from normal and subretinal fibrosis mice were measured using the Luminex bead-based assay (Cat: LXSAMSM-15, R&D Systems) according to the manufacturer’s instructions. The total protein concentration of the supernatants was determined by BCA assay (Cat: PC0020, Solarbio, Beijing, China). 50ul of the twofold diluted sample was added to a mixture of colour-coded beads pre-coated with 15 capture antibodies and incubated at room temperature for 2 h. 50ul of biotinylated detection antibodies specific to the analytes of interest were loaded and incubated at room temperature for 1 h. Phycoerythrin (PE)-conjugated streptavidin was added and incubated at room temperature for 30 min. Beads were read using the Luminex 200™ analyzer (Luminex, Austin, TX). The levels of cytokines/chemokines in each sample were normalized by the total protein level of the supernatants.

### Human samples

Human eye samples were obtained from San Diego Eye Bank under an Material Transfer Agreement. The eyes were fixed in 10% formalin and shipped to the Queen’s University Belfast. The study complies with the Declaration of Helsinki and the protocol was approved by the Ethical Review Board of Queen’s University Belfast. The samples were then wax embedded and processed for immunohistochemistry detailed previously by us [22].

### Immunohistochemistry

Human eye sections were de-paraffinized, rehydrated. Antigen retrieval was performed by boiling slides in citrate buffer (0.05% citraconic acid, pH 7.4, Sigma-Aldrich) for 30 min. The samples were then blocked with 5% BSA (Cat No: A380310G, Sigma-Aldrich) and processed for primary (rabbit anti-MMP12, 1:25, Cat No: PA5-13181, ThermoFisher Scientific; goat anti-Iba-1, 1:100, Cat No: ab5076, Abcam) and secondary (Alexa Fluor 594 AffiniPure Donkey anti-rabbit IgG(H + L), Alexa Fluor 488 AffiniPure Donkey anti-goat IgG (H + L), all in 1:200, Jackson ImmunoResearch Europe Ltd, Ely, UK) antibodies incubation using the protocol detailed below.

Mouse eyes enucleated at 5, 10 and 20 days post the second laser were fixed in 2% paraformaldehyde (PFA) for 4 h at room temperature and processed for immunohistochemistry of cryosections or RPE/choroid flatmounts. For cryosection staining, the eyes were embedded in an optimum cutting temperature compound (OCT, Sakura, CA) and cryosectioned with 10 µm thickness. The sections were blocked with 10% goat serum, permeabilized with 0.1% Triton X-100 for 1 h, followed by primary antibody incubation at 4 °C overnight. The antibodies include (a) rabbit anti-MMP12 (1:200, Cat: 22989-1-AP, Proteintech, Wuhan, China); (b) rabbit anti-collagen-1 (1:200, Cat: ab34710, Abcam, Cambridge, UK); and (c) rat anti-F4/80 (1:200, Cat: ab6640, Abcam). After thorough washes, samples were incubated with Alexa Fluor 594 goat anti-rabbit IgG (1:200, Cat. No: A11012, Invitrogen) and Alexa Fluor 488 donkey anti-rat IgG (1:200, Cat. No: A48269, Invitrogen) for 2 h at room temperature.

The RPE/choroid flatmounts were blocked with 10% goat serum, and permeabilized with 1% triton X-100 for 2 h at room temperature. The samples were processed for primary (rabbit anti-collagen-1 and rat anti-F4/80) and secondary (Alexa Fluor 594 goat anti-rabbit IgG and Alexa Fluor 488 donkey anti-Rat IgG) antibodies incubation as the protocol described above.

The sections/flatmounts were counter-stained with 4′,6-diamidino-2-phenylindole (DAPI, Cat: D8200, Solarbio) to illustrate cell nuclei. All samples were imaged using the Zeiss LSM 880 Confocal Microscope (Zeiss, Braunschweig, Germany).

### Immunocytochemistry

BMDMs with/without TGFβ and MMP408 treatment were fixed and permeabilized with pre-cold methanol on ice for 15 min. The samples were then incubated with rabbit anti-MMP12 (1:400, Proteintech) and rat anti- F4/80 (1:400, Abcam), or rabbit anti-collagen-1 (1:200, Abcam) and mouse anti-αSMA (1:400, Cat: ab7818, Abcam) at 4 °C overnight, followed by secondary antibodies Alexa Fluor 594 goat anti-rabbit IgG (1:500, Invitrogen) and Alexa Fluor 488 donkey anti-Rat IgG (1:500, Invitrogen) and DAPI (Cat: D8200, Solarbio) for 1 h at room temperature. All samples were imaged using the Zeiss LSM 880 Confocal Microscope (Zeiss).

### Image analysis

The fluorescence intensity of MMP12 was measured using the ZEN Lite software (Zeiss). The fluorescence intensity of the outer nuclear layer was used as a background reference. The levels of MMP12 expression in the choroid and lesion site of subretinal fibrosis were calculated by subtracting the fluorescence intensity of background fluorescence from the fluorescence intensity of choroid or fibrotic lesion. Four to five images (20 × objective lens) were taken for each section and 3 to 5 sections (at least 100 µm apart) were used in each eye. The collagen-1^+^ lesion area and the total number of F4/80^+^ or F4/80^+^collagen-1^+^ cells in RPE-choroid flatmount were investigated in each group. Multiple images were taken from each flatmount to include all F4/80^+^ macrophages (which were often inside and around the fibrotic lesions). The FIJI ImageJ software was used to identify F4/80^+^DAPI^+^ or F4/80^+^collagen-1^+^DAPI^+^ cells. The number of cell nuclei (DAPI^+^) in F4/80^+^ or F4/80^+^collagen-1^+^ area was used to quantify F4/80^+^ or F4/80^+^collagen-1^+^ cells. The analysis was conducted by two independent researchers.

For evaluation of αSMA^+^collagen-1^+^cells in BMDM cultures, three images (10 × objective lens) were taken randomly from each well in 48-well plates. The percentage of αSMA^+^collagen-1^+^cells to the total number of BMDMs was calculated.

### Human RPE/choroid transcriptome datasets analysis

We used the human AMD RPE/choroid transcriptome datasets (ID: GSE135092) from the NCBI GEO database to analyze MMP12 mRNA expression in AMD eyes. The authors conducted bulk RNA sequencing in the RPE-choroid of human AMD eyes [23]. The gene expression in the datasets was quantified by HTSeqGenie as reads FPKM and normalized by DESeq2 [23]. We selected samples in which the information on the location of the tissue (macula vs non-macula) and age of donor was available, including 13 macular RPE/choroid samples and 10 non-macular RPE/choroid samples from AMD donors, and 33 macular RPE/choroid samples and 36 non-macular RPE/choroid samples from age-matched non-AMD donors (age ranges from 70 to 93 years). We analyzed the FPKM expression of MMP12 (ENSG00000262406) in the four groups.

### Statistical analysis

GraphPad Prism (Version 8, GraphPad Software, San Diego, CA) was used for statistical analysis. The difference between two groups was conducted using the Student *t* test or Mann–Whitney test (when sample sizes were less than 10). One-way ANOVA was used when comparing multiple groups followed by Tukey’s multiple comparisons for post hoc test. Kruskal–Wallis multiple comparisons test was used when sample sizes were less than 10. Statistical significance was defined as *p* < 0.05.

## Results

### RNA-seq transcriptome of RPE-choroid from mice with subretinal fibrosis

In our RNA-seq study, the clean data of all samples accounted for more than 98.5% of the raw data, and > 91% of raw data had sequenced bases with quality values of Q30. 

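RPE-choroid is the retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, together with the vascular choroid under it. RNA from the RPE-choroid of 3 control mice and 3 subretinal fibrosis mice was sequenced, as 6 separate libraries. Fibrosis was induced with 4 laser burns per eye and a second burn of each lesion 10 days later, and tissue was taken 20 days after the second laser. The authors filtered the reads with FASTP and counted the reads mapped to each gene with StringTie. They also gave FPKM values, which scale fragments by transcript length and by the mapped reads of the library. The deposited counts are whole numbers without normalization. Counts on genes summed to 13667310 in control mouse 1, 18885187 in control mouse 2 and 24356023 in control mouse 3. In fibrosis mice 1, 2 and 3 they summed to 18267377, 17536248 and 17709357. These are the totals over the listed genes, not the numbers of raw or clean reads, which were not analysed here. At these depths 3 counts correspond to between 0.125 and 0.223 CPM, a count scaled to a common library size. Counts were normalized by edgeR's TMM method, whose factors lay between 0.978 and 1.03, and the groups were compared with edgeR's quasi-likelihood test. The paper's own criteria were kept, with an adjusted p-value under 0.05, a log2 fold change of at least 0.5 either way and more than 50 counts in at least 2 samples. The paper used DESeq2, which was run on the same counts as an alternative. The text of the paper does not name the aligner, the genome build or whether counting used the strand, so reads of overlapping genes on opposite strands cannot be told apart. Mice with the same number in the 2 groups are different animals, and the comparison was made without pairing and again with the mouse number as a replicate block.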

In total, we obtained 15,663 gene features from our sequencing study. 

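The same 15663 genes were listed for each mouse, by Ensembl identifier, and 15659 of the identifiers were found in the GENCODE M21 annotation of the mouse genome build GRCm38. The lowest count listed for any gene in any mouse was 1, so the tables hold only genes detected in all 6 libraries. More than 50 counts in at least 2 samples were reached by 13454 genes, which were tested, and the other 2209 were not. The median standard error of the log2 fold change over the tested genes was 0.19.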

There were 139 differentially expressed genes (DEGs) in RPE-choroid from subretinal fibrosis eyes compared to that from the control eyes (fold change log2(fc) ≥ 0.5, FDR < 0.05). 

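With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed both thresholds. An unadjusted p-value under 0.05 was reached by 943 genes, against an average of about 673 by chance alone. Of the 10 splits of the 6 libraries into 3 and 3, 6 gave at least 943, the real one included. The other splits ranged from 25 to 2566 genes, so 943 is no clear excess. The smallest adjusted p-value in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0504, for Mmp12. DESeq2 on the same genes called 153 genes, and DESeq2 on every gene in the tables, with the count criterion applied after the test, also called 153. With each mouse left out in turn, the edgeR test called between 0 and 5 genes and DESeq2 between 67 and 343. With the mouse number as a replicate block, the edgeR test called 0 genes and gave 1206 genes with an unadjusted p-value under 0.05. The deviations of same-numbered libraries from their group means had a pooled correlation of -0.23 across genes, and the mean over the 3 pairs was -0.10. Of the 139 genes in Table S1, 138 met the count criterion and were tested, and each of these changed in the paper's direction with an unadjusted p-value under 0.05. DESeq2 called all 138 of them in both of these forms. Among forms added after the data had been seen it called 138 of them with the photoreceptor level as a covariate, 130 with a GC correction, 120 with the replicate block and between 64 and 126 with a mouse left out. Adjusted over this list alone, 138 passed the thresholds in the edgeR test, but the list is the paper's own call on these counts, so this shows no stability.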

Of the 139 DEGs, 104 were up-regulated and 35 were down-regulated (Fig. 1A, Additional file 1: Table S1). 

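Of the genes with an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, 560 were higher in fibrosis and 383 were lower. A log2 fold change of at least 0.5 was also reached by 390 of the higher and 137 of the lower genes. The edgeR test called 0 genes in either direction after adjustment. DESeq2 called 108 higher and 45 lower genes among the same genes, and 107 higher and 46 lower when all genes were tested. The 103 tested up-regulated genes of Table S1 had log2 fold changes from 0.56 to 3.03, with a median of 1.05. The 35 down-regulated genes lay between -4.22 and -0.55, with a median of -0.76. In all of them the normalized counts of the 3 control mice did not overlap those of the 3 fibrosis mice. They were called on these counts, so this follows from their selection. Chance gives such a separation for 10% of genes, and 13.1% of all tested genes (1768) showed it. The up-regulated gene Aard had more than 50 counts in only 1 mouse and was not tested.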

The 20 most significantly up-regulated genes are related to cell membrane-extracellular matrix interaction and angiogenesis (*Mmp12, Madcaml, GM49339, Aplnr, Smarcd3, Bcan*) and immune response (*Mmp12, Il7r, Rfxap, Atp6v02d, Chil1, Jund, Dexi, Ctss, Tlr13*) (Table 2, Fig. 1A). 

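Mmp12 (ENSMUSG00000049723) lies on the forward strand of chromosome 9 of GRCm38 from 7344381 to 7369499. Its normalized count was 17.5 ± 3.74 CPM (SD, n = 3) in control mice and 92.4 ± 6.25 CPM (SD, n = 3) in fibrosis mice. The log2 fold change was 2.39 (standard error 0.18). Every fibrosis mouse had more Mmp12 than every control mouse (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). In the GENCODE annotation Mmp12 overlaps Mmp1b on the opposite strand, which the tables do not list. Of the 20 up-regulated genes in Table 2, 19 were tested, all but Aard. Their log2 fold changes were lowest for Tlr13, at 1.45, and highest for Gm2000. The 2 groups did not overlap for any of them, but these genes were called on the same counts, so the 10% that chance gives for an unselected gene does not apply. Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment reached 0.412, and DESeq2 called all 19. Madcam1 (ENSMUSG00000020310, chromosome 10, 79664559 to 79668537) rose from 0.727 ± 0.275 to 3.45 ± 0.272 CPM, a log2 fold change of 2.22 (standard error 0.41). Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) rose from 1.48 ± 0.342 to 5.37 ± 0.499 CPM (log2 fold change 1.86, standard error 0.32). Chil1 (ENSMUSG00000064246, chromosome 1, 134182176 to 134190181) was far more abundant and differed more between control mice, at 770 ± 331 CPM against 2455 ± 152 CPM in fibrosis (log2 fold change 1.67, standard error 0.29). Gm49339 overlaps Lilrb4a and Lilr4b on the same strand, so its counts, 6.47 ± 2.99 against 24.9 ± 12.3 CPM, are uncertain. Dexi and Smarcd3 each overlap a counted gene on the opposite strand (Ciita and Chpf2).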

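All 20 of the down-regulated genes in Table 2 were lower in fibrosis, Crygb the most and Mogat1, with a log2 fold change of -0.69, the least. Their smallest adjusted p-value in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.198 and their largest was 0.416. DESeq2 called all 20 of them. Several of the largest decreases came with a wide spread among control mice. Crygb (ENSMUSG00000073658, chromosome 1, 65080219 to 65082288), a lens crystallin, had 5, 137 and 67 counts in control mice 1, 2 and 3 and 4, 1 and 5 in the fibrosis mice. The mean level of other lens genes was also highest in control mouse 2. Egr3 (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) was at 4.90 ± 3.67 CPM (SD, n = 3) in control and 0.923 ± 0.268 CPM (SD, n = 3) in fibrosis mice, with a log2 fold change of -2.41 and a standard error of 0.63. Control mouse 1 had 1.79 CPM of Egr3, nearer to the fibrosis mice than to the other control mice. Gpr139 (ENSMUSG00000066197, chromosome 7, 119140747 to 119184603) was lower at 2.04 ± 0.711 CPM against 8.66 ± 2.09 CPM in control mice (log2 fold change -2.09, standard error 0.36). Other genes with smaller decreases had tighter control values. Rrh (ENSMUSG00000028012, chromosome 3, 129804408 to 129822587), an opsin of the RPE, was at 441 ± 25.8 CPM in control and 259 ± 32.9 CPM in fibrosis mice (log2 fold change -0.77, standard error 0.13). Gzmm (ENSMUSG00000054206, chromosome 10, 79689020 to 79695261) was at 54.2 ± 7.42 CPM against 27.5 ± 3.73 CPM (log2 fold change -0.98, standard error 0.16).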

Whereas the top 20 down-regulated DEGs were related to the regulation of cell growth (*Nr4a1, Egr3, Spry2, Sik1, Map6d1*), neuronal development (*Crygb, Gpr139, Arc, Rrh, Rd3l, Htr3a*) and immune response (*Gzmm, Ermap*) (Table 2, Fig. 1A).

**Fig. 1:**
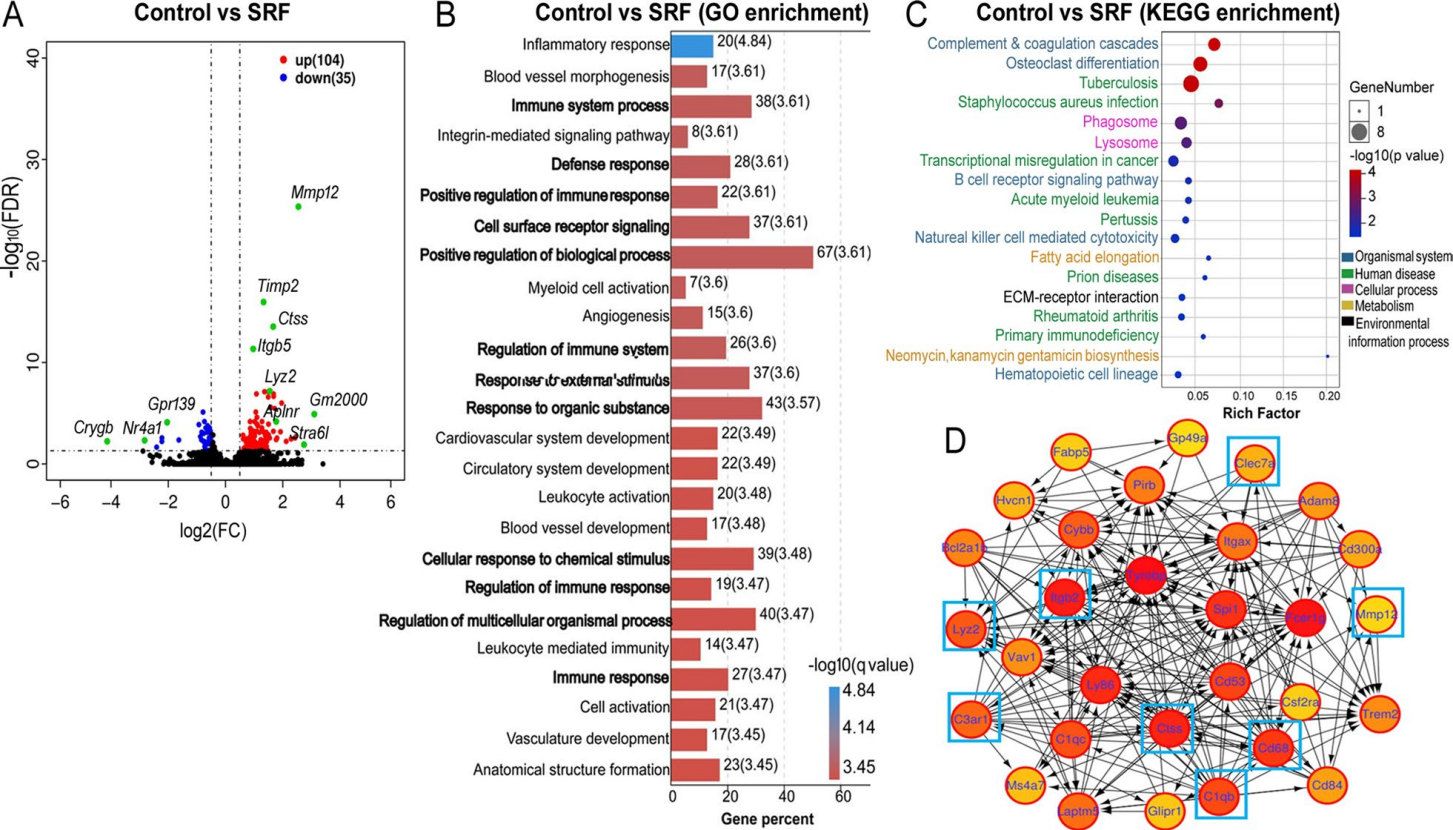
RNA-seq transcriptome of RPE/choroid from control and subretinal fibrosis mice. RNA-seq was conducted in RPE/choroidal tissue from control and subretinal fibrosis mice. The differentially expressed genes (DEGs) were identified as FDR < 0.05, log2(fc) ≥ 0.5, and count > 50 in at least 2 samples. **A** Volcano plot showing the comparison of DEGs from control and subretinal fibrosis mice. The green dots represent the most significantly regulated genes. *n* = 3 mice in each group. **B** The top 25 enriched functions from GO analysis of DEGs. Bold font indicating the significantly enriched GO terms that *Mmp12* is involved in. Numbers beside the bar indicate the number of DEG and q value (in bracket). **C** DEG enriched pathways from KEGG analysis. **D** The network image shows the top 30 highest degree genes calculated by the Cytohubba plugin of Cytoscape. The eight genes (blue boxes) were selected for further qRT-PCR verification

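The 6 libraries differed most in photoreceptor RNA, and this difference did not follow the groups. Over 25 rod and cone photoreceptor genes, the mean log2 CPM was 7.94 in control mouse 1 and 7.95 in fibrosis mouse 3. In the other libraries it was 5.30 and 4.63 (control mice 2 and 3) and 4.15 and 4.98 (fibrosis mice 1 and 2). Inner retina genes were high in the same libraries, with 6.02 and 6.02 in the 2 high libraries and at most 4.09 in the others. The mean over 20 RPE genes lay between 9.75 and 9.87 in control mice and between 9.28 and 9.51 in fibrosis mice. The 10 genes with most counts took between 8.96% and 12.3% of all counts per library. The paper's text names no sequencing batch for these libraries.

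**Figure D1:**
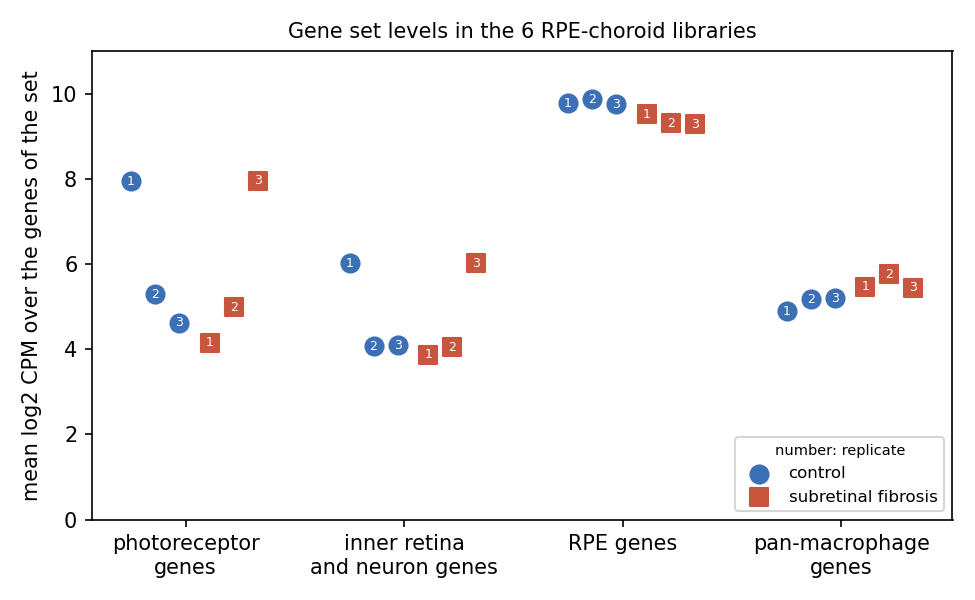
Mean log2 CPM over the genes of each set (y axis), for 4 gene sets (x axis), in each of the 6 libraries. Circles are control mice and squares subretinal fibrosis mice, and the number in each symbol is the mouse. Control mouse 1 and fibrosis mouse 3 lie above the other 4 libraries in photoreceptor and inner retina genes, while the groups separate in RPE genes (lower in fibrosis) and pan-macrophage genes (higher in fibrosis).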

**Table 2:** Top 20 up- and down-regulated DEGs in subretinal fibrosis mice

Symbol	log2(fc)	FDR	Description of function
Up-regulated DEGs			
*Gm2000*	3.098	0.00001	Translation
*Stra6l*	2.741	0.01272	Retinol transport and vitamin A import
*Mmp12*	2.547	0.00000	Tissue remodelling
*Aard*	2.428	0.00277	Development
*Madcam1*	2.289	0.00350	Cell–matrix adhesion
*Gm49339*	2.119	0.00595	Neutrophil homeostasis
*Atp6v0d2*	1.959	0.00000	Ion transport
*Il7r*	1.918	0.00069	Cytokine receptor activity
*Gm13889*	1.798	0.00279	Data not shown (predicted gene)
*Aplnr*	1.771	0.00007	Angiogenesis
*Rfxap*	1.768	0.00399	Positive regulation of transcription
*Chil1*	1.715	0.00000	Chitin binding activity
*Jund*	1.678	0.00000	Cells protection from senescence and apoptosis
*Smarcd3*	1.676	0.00000	Heart morphogenesis, neural retina development
*Dexi*	1.669	0.00062	Protein binding
*Ctss*	1.663	0.00000	Collagen binding
*Mpnd*	1.579	0.00000	Chromatin remodeling
*Lyz2*	1.543	0.00000	Lysozyme activity
*Bcan*	1.539	0.00277	Calcium ion binding
*Tlr13*	1.501	0.00134	Protein binding activity and rRNA binding activity
Down-regulated DEGs			
*Crygb*	− 4.135	0.00595	Eye development
*Nr4a1*	− 2.825	0.00481	DNA-binding transcription activator activity
*Egr3*	− 2.405	0.02232	DNA-binding transcription activator activity
*Gm20075*	− 2.225	0.00614	Data not shown(predicted gene)
*Arc*	− 2.222	0.00273	mRNA binding activity
*Gpr139*	− 2.039	0.00008	Protein binding activity, neuropeptide receptor activity
*Sik1*	− 1.630	0.00435	ATP binding activity,enzyme binding activity
*Gzmm*	− 0.930	0.00013	T cell mediated cytotoxicity
*Map6d1*	− 0.878	0.00205	Calmodulin binding activity,microtubule binding activity
*Krt23*	− 0.841	0.00426	Structural molecule activity
*Spry2*	− 0.833	0.00076	Negative regulation of cell differentiation
*Adora2b*	− 0.785	0.00001	G protein-coupled receptor activity
*Fam13a*	− 0.764	0.00587	GTPase activator activity
*Ermap*	− 0.759	0.00098	Signaling receptor binding activity
*Rrh*	− 0.736	0.00007	Protein-coupled photoreceptor activity, Phototransduction
*Rd3l*	− 0.733	0.00824	Visual perception
*Htr3a*	− 0.729	0.02029	Protein binding activity
*Dusp6*	− 0.714	0.00669	Negative regulation of protein phosphorylation
*Upk3b*	− 0.701	0.01424	Negative regulation of glucose import
*Mogat1*	− 0.698	0.04907	Lipid metabolic process

To understand the biological functions affected by the 139 DEGs, we conducted Gene Ontology (GO) enrichment analysis. In total, 268 GO terms were significantly enriched (q value < 0.05, Additional file 1: Table S2), including 250 in biological processes, 15 in cellular components, and 3 in molecular functions. 

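Inflammation and blood vessels were examined with short gene sets, since the paper's GO annotation was not used here. Some of the sets take up pathways or genes that the paper named from these same counts, so they are not independent of them. Each set was tested with edgeR's camera method, which asks whether the genes of a set changed more than the other tested genes, allowing for a correlation of 0.01 between genes. Of 23 sets, 16 had an adjusted p-value under 0.05 in this test, and 16 did with the mouse number as a replicate block. Fry, a test of the set's own genes alone, gave 5. Other splits of the 6 libraries into 3 and 3 gave between 4 and 13 sets in camera. Its p-values compare genes with genes, and do not measure how a result would vary between mice. The 25 macrophage and microglia genes rose by a median of 0.81 on the log2 scale, and 24 of the 25 were higher in fibrosis (adjusted p = 4.5e-47 from edgeR's camera test with Benjamini-Hochberg adjustment over 23 gene sets; 1.8e-34 with the replicate block). This set holds 13 genes of Table S1, which were called on the same counts. Without them the other 12 genes had a median of 0.59. Their adjusted p-value was 6.5e-09 in camera but 0.129 with fry, both with Benjamini-Hochberg adjustment. The 16 endothelial genes had a median of 0.03, with 10 higher and 6 lower (adjusted p = 0.404 from edgeR's camera test with Benjamini-Hochberg adjustment; 0.654 with the replicate block). Their direction turned when fibrosis mouse 1 was left out, and the set passed the threshold, higher in fibrosis, when control mouse 2 or fibrosis mouse 3 was left out. Aplnr was the one endothelial gene of this set in Table S1.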

The top 25 enrichment GO terms belonged to biological processes (Fig. 1B), and the majority of them were related to inflammation, blood vessels/cardiovascular development and angiogenesis (Fig. 1B). Ninety of the 139 DEGs contributed to the top 25 enriched terms, indicating a high degree of crosstalk between these terms. 

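Mmp12 had the smallest p-value of all tested genes in edgeR's quasi-likelihood test, and in DESeq2 its adjusted p-value was 2.9e-26 by the Wald test with Benjamini-Hochberg adjustment over all genes. In the authors' FPKM values it was at 7.33, 10.16 and 12.17 in control mice 1, 2 and 3 and at 56.54, 53.99 and 62.82 in fibrosis mice 1, 2 and 3. The rise exceeded the spread between mice in both units. With each mouse left out in turn, the log2 fold change from edgeR stayed between 2.23 and 2.50. Its place relative to the threshold depended on the processing. Over 24 other settings, with edgeR, DESeq2 or limma and Benjamini-Hochberg adjustment, the adjusted p-value ran from 5.1e-27 to 0.496 and was under 0.05 in 13. The largest value came from leaving out control mouse 2.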

Of interesting to note, one of the most significantly upregulated genes, *Mmp12*, contributed to 12 of the top 25 GO terms (Fig. 1B, bold font).

To gain insights into the molecular pathways affected by the DEGs, we further conducted KEGG enrichment analysis and identified 18 significantly enriched pathways (Fig. 1C). Twelve of them related to immune responses including the complement and coagulation cascades (Fig. 1C). 

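Of 27 complement genes in the set tested, 23 met the count criterion, and 20 of these were higher in fibrosis. Their median log2 fold change was 0.36 (adjusted p = 1.5e-10 from edgeR's camera test with Benjamini-Hochberg adjustment; 1.5e-09 with the replicate block). With fry the adjusted p-value was 0.0657, so the set did not pass the threshold there. C1qb and C1qc, neighbouring genes on chromosome 4, and C1qa encode the chains of C1q. C1qc (ENSMUSG00000036896, 136889804 to 136893065) was at 138 ± 24.9 CPM (SD, n = 3) in control and 242 ± 31.4 CPM (SD, n = 3) in fibrosis mice. Its log2 fold change was 0.81 (standard error 0.17, adjusted p = 0.298 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F3 (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048), tissue factor of the coagulation cascade, went the other way, from 209 ± 12.3 to 139 ± 15.8 CPM (log2 fold change -0.59, standard error 0.12). DESeq2 called both genes. Without the 6 Table S1 genes, the remaining 17 complement genes had a median of 0.25 and an adjusted p-value of 5.2e-04 in the camera test with Benjamini-Hochberg adjustment. They did not pass there without control mouse 1 (0.0956 with Benjamini-Hochberg adjustment in edgeR's camera test), nor with fry (0.187 with Benjamini-Hochberg adjustment).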

Other enriched pathways include fatty acid elongation, neomycin/kanamycin biosynthesis (D-glucose metabolism), and ECM-receptor interaction (Fig. 1C).

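The 24 tested genes of fatty acid elongation were slightly lower in fibrosis as a set. Their median log2 fold change was -0.09, 19 were lower and 5 higher in fibrosis, and none rose by more than 0.11 (adjusted p = 0.00251 from edgeR's camera test with Benjamini-Hochberg adjustment; 0.00245 with the replicate block). Fry gave an adjusted p-value of 0.0794 with Benjamini-Hochberg adjustment, so the set did not pass there. Without Elovl1 it did not pass in edgeR's camera test with Benjamini-Hochberg adjustment when control mouse 1 (0.0545) or fibrosis mouse 2 (0.124) was left out. Elovl1 (ENSMUSG00000006390, chromosome 4, 118428093 to 118432953) was the one gene of this set in Table S1. It fell from 250 ± 10.5 CPM (SD, n = 3) to 171 ± 15.5 CPM (SD, n = 3), a log2 fold change of -0.55 (standard error 0.11). It overlaps Cdc20 on the opposite strand. Extracellular matrix (ECM) receptor genes rose slightly, with a median of 0.12 over 55 genes and 36 of them higher (adjusted p = 0.00860 from edgeR's camera test with Benjamini-Hochberg adjustment; 0.00253 with the replicate block). This set no longer passed when control mouse 1 or fibrosis mouse 2 was left out, or with fry. Without its 3 Table S1 genes, the other 52 had an adjusted p-value of 0.0407 in edgeR's camera test with Benjamini-Hochberg adjustment. In that test they did not pass after the GC correction (0.100) or with the photoreceptor level as a covariate (0.165). Nor did they pass without control mouse 1, fibrosis mouse 1 or fibrosis mouse 2. The Table S1 genes of the set moved in both directions. Itgb5 (ENSMUSG00000022817, chromosome 16, 33829665 to 33949338) rose from 94.5 ± 2.53 to 199 ± 17.8 CPM (log2 fold change 1.07, standard error 0.11) and Spp1 from 532 ± 95.6 to 798 ± 30.5 CPM (log2 fold change 0.59, standard error 0.15). Col4a3 fell from 310 ± 17.2 to 208 ± 10.3 CPM (log2 fold change -0.58, standard error 0.11). Hkdc1, a hexokinase, rose from 9.57 ± 2.34 to 23.2 ± 4.33 CPM (log2 fold change 1.28, standard error 0.24).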

To further understand the genes associated with retinal fibrosis, we constructed a PPI network using the STRING database with the139 DEGs, and obtained 136 nodes and 312 edges with a confidence score > 0.4. Figure 1D showed the 30 highest degree genes calculated by the Cytohubba plugin of Cytoscape. 

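All 30 genes of this network were tested, and each was higher in fibrosis. The groups did not overlap in 30 of 30, which follows from their selection as changed genes on the same counts, and the chance share of 10% holds only for unselected genes. Their log2 fold changes ran from 0.74 for Cd300a to that of Mmp12, and DESeq2 called all 30. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the largest adjusted p-value among them was 0.340, for Pirb. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) was at 28.5 ± 5.55 CPM (SD, n = 3) in control and 62.5 ± 13.7 CPM (SD, n = 3) in fibrosis mice, a log2 fold change of 1.13 (standard error 0.21). Cybb (ENSMUSG00000015340, chromosome X, 9435252 to 9487771) varied little within groups, at 44.4 ± 2.86 and 77.7 ± 5.00 CPM (log2 fold change 0.81, standard error 0.11). Spi1, which encodes a transcription factor of myeloid cells, rose from 14.2 ± 0.124 to 26.3 ± 2.58 CPM (log2 fold change 0.88, standard error 0.13). Itgax was low, at 4.21 ± 0.620 and 10.2 ± 1.86 CPM (log2 fold change 1.27, standard error 0.25). Counts of Gp49a, listed as Lilr4b, are uncertain because it overlaps Gm49339 on the same strand, as are those of Bcl2a1b and Pirb, which have close copies in the genome.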

The darker the colour, the higher degree of connectivity of the nodes. 

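The genes marked in Fig. 1D besides Mmp12 are Cd68, Itgb2, Ctss, C1qb, C3ar1, Clec7a and Lyz2. Ctss (ENSMUSG00000038642, chromosome 3, 95526786 to 95556403), which encodes the protease cathepsin S, was at 180 ± 9.82 CPM (SD, n = 3) in control and 552 ± 117 CPM (SD, n = 3) in fibrosis mice, a log2 fold change of 1.61 (standard error 0.17), and it overlaps a pseudogene, Hmgb1-ps5, on the same strand that the tables do not list. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779) rose from 11.9 ± 0.704 to 32.7 ± 5.88 CPM (log2 fold change 1.45, standard error 0.17), with an adjusted p-value of 0.142 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was the most abundant of them, with 915 ± 149 CPM in control and 2574 ± 646 CPM in fibrosis mice (log2 fold change 1.49, standard error 0.21), and shares sequence with its copy Lyz1, so its count is uncertain. Itgb2 (ENSMUSG00000000290, chromosome 10, 77530252 to 77565708) rose from 16.9 ± 0.549 to 40.8 ± 10.1 CPM (log2 fold change 1.27, standard error 0.20). Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153), a macrophage marker, rose from 77.9 ± 10.3 to 161 ± 26.1 CPM (log2 fold change 1.05, standard error 0.16). C3ar1 (ENSMUSG00000040552, chromosome 6, 122847138 to 122856161) rose from 27.8 ± 0.798 to 54.1 ± 7.77 CPM (log2 fold change 0.96, standard error 0.14) and C1qb (ENSMUSG00000036905, chromosome 4, 136880129 to 136886187) from 140 ± 20.5 to 262 ± 42.3 CPM (log2 fold change 0.90, standard error 0.17). For each of them the lowest fibrosis mouse lay above the highest control mouse.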

The eight genes in blue boxes (*Mmp12, CD68, Itgb2, Ctss, C1qb, C3ar1, Clec7a, Lyz2*) were selected for further qRT-PCR verification (Fig. 1D).

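Of the 14 genes taken to qRT-PCR, 13 were higher and 1 was lower in fibrosis in the RNA-seq counts, and the groups did not overlap in any of the 14. They were chosen from genes called on these counts, so this is no independent evidence, and the chance share of 10% holds only for unselected genes. DESeq2 called all 14. Jund (ENSMUSG00000071076, chromosome 8, 70698949 to 70700616) rose from 24.4 ± 3.30 CPM (SD, n = 3) to 75.3 ± 21.8 CPM (SD, n = 3), a log2 fold change of 1.63 (standard error 0.24). Smarcd3 (ENSMUSG00000028949, chromosome 5, 24590818 to 24624411) rose from 12.8 ± 3.79 to 39.6 ± 4.10 CPM (log2 fold change 1.64, standard error 0.23). Timp2 (ENSMUSG00000017466, chromosome 11, 118301069 to 118355740) rose from 488 ± 38.4 to 1153 ± 83.5 CPM (log2 fold change 1.24, standard error 0.12), with an adjusted p-value of 0.106 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The longest annotated transcripts of Jund, Smarcd3 and Timp2 have 67.1%, 59.2% and 53.7% of G and C bases, and each gene overlaps another annotated gene (Gm11175, Chpf2 and Cep295nl). Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) rose from 5.81 ± 1.42 to 19.1 ± 5.50 CPM (log2 fold change 1.71, standard error 0.28).

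**Figure D2:**
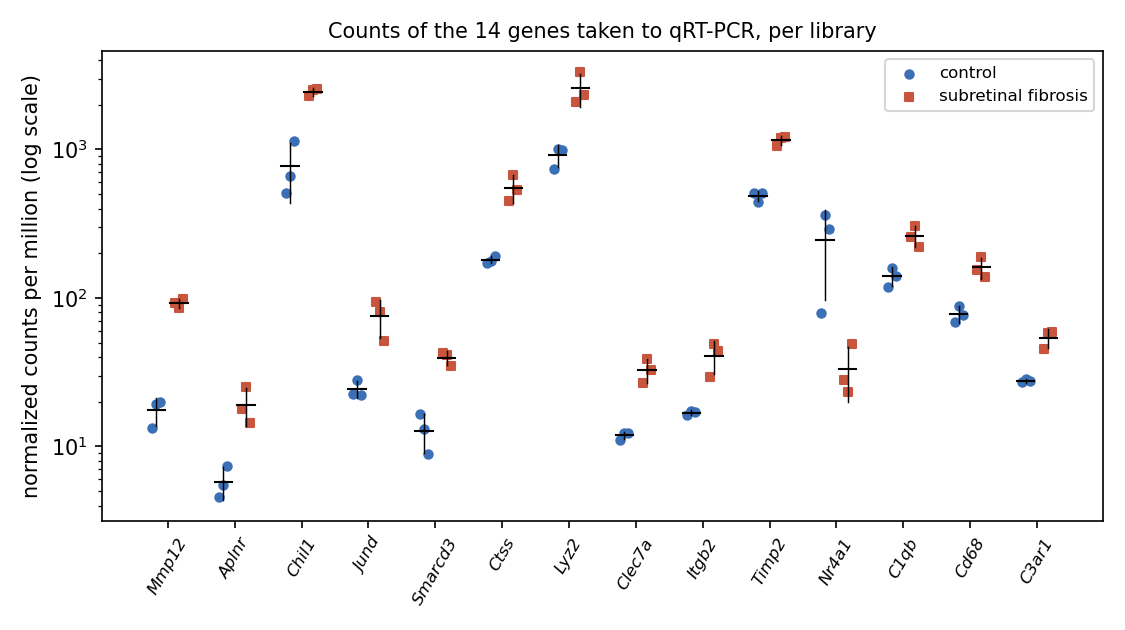
Normalized counts in CPM on a log scale (y axis) of the 14 genes taken to qRT-PCR (x axis) in the RNA-seq libraries. Circles are the 3 control mice and squares the 3 subretinal fibrosis mice, horizontal bars are group means and vertical bars 1 SD either side of the mean. Nr4a1 is lower and the other 13 genes are higher in fibrosis, and control mouse 1 has the lowest Nr4a1 of the control mice.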

The expression levels of 14 DEGs (including the 8 DEGs shown in blue boxes in Fig. 1D) in control and fibrotic tissues were further analyzed by qRT-PCR (Fig. 2A). Ten were confirmed (*Mmp12, Aplnr, Chil1, Ctss, Lyz2, CD68, Itgb2, C1qb, C3ar1, Clec7a,*) and 3 were not (*Jund, Smarcd3, Timp2*) (Fig. 2B). The remaining one, *Nr4a1* was downregulated in the RNA-seq analysis (Fig. 2A) and qRT-PCR showed a trend, but statistically insignificant reduction (*p* = 0.058, Fig. 2B).

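Nr4a1 (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) was at 244 ± 148 CPM (SD, n = 3) in control and 33.4 ± 13.6 CPM (SD, n = 3) in fibrosis mice in RNA-seq. The log2 fold change was -2.87 (standard error 0.58, adjusted p = 0.287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each mouse left out in turn it stayed between -3.29 and -2.47. DESeq2 gave an adjusted p-value of 0.00458 by the Wald test with Benjamini-Hochberg adjustment. The control mice spread widely, with 78.8 CPM in mouse 1 against 364 and 290 CPM in mice 2 and 3, while the fibrosis mice had 27.8, 23.4 and 48.8 CPM. Nr4a1 is an immediate early gene, transcribed within minutes of a stimulus. Over 39 immediate early genes the mean log2 CPM in control mouse 1 was 4.56, within the range of the fibrosis mice (4.45 to 4.57), against 5.33 and 5.19 in control mice 2 and 3. The values of the qRT-PCR were not analysed here.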

**Fig. 2:**
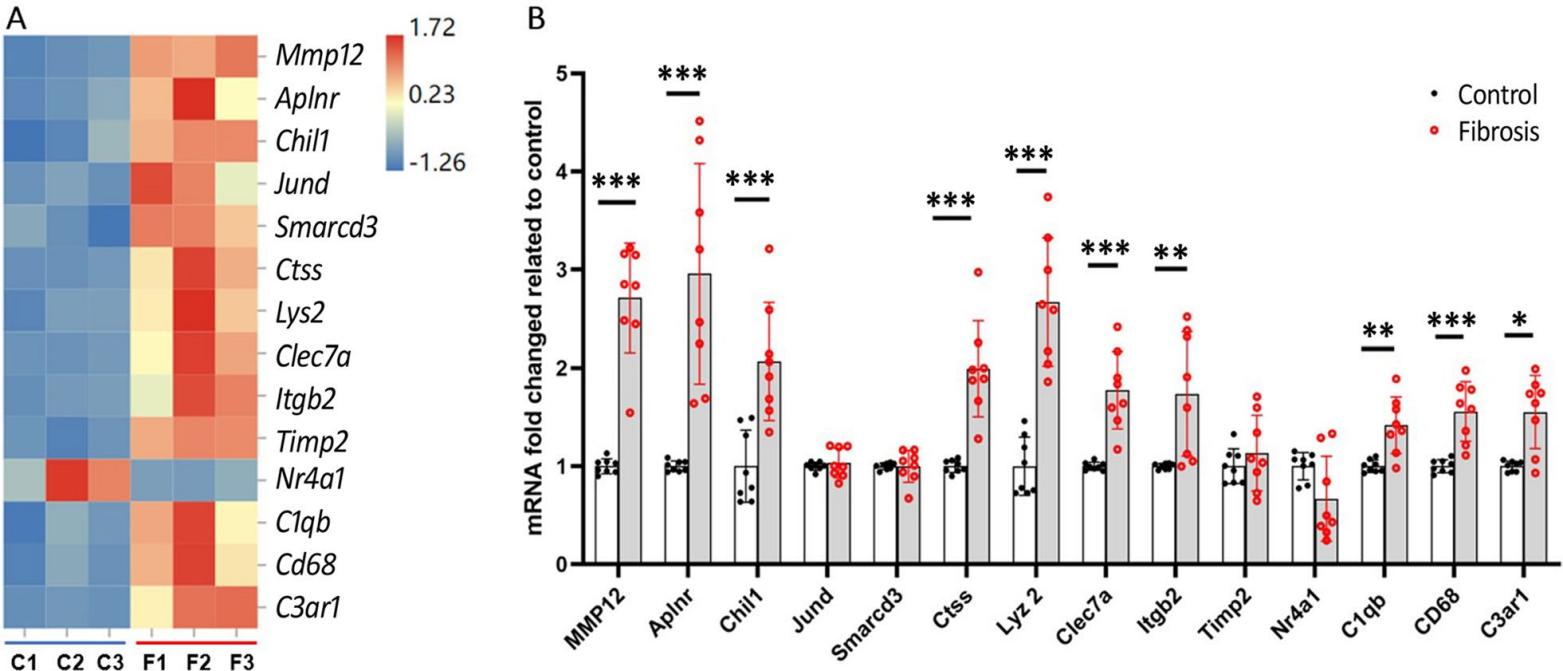
Verification of selected DEGs in RPE-choroid from control and subretinal fibrosis mice via qRT-PCR. **A** Heat map showing the expression levels of selected DEGs in RPE-choroid from control and subretinal fibrosis eyes in RNA-seq analysis. C = control, F = fibrosis. Data showing as FPKM, *n* = 3 mice. **B** qRT-PCR analysis of selected 14 notable DEGs expressions in RPE-choroid from control and subretinal fibrosis eyes. Mean ± SD, *n* = 8 mice, *p < 0.05, **p < 0.01, ***p < 0.001. Mann–Whitney test

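In the authors' FPKM values Chil1 was at 452 ± 194 FPKM (SD, n = 3) in control and 1484 ± 92.1 FPKM (SD, n = 3) in fibrosis mice, Lyz2 at 682 ± 110 and 1986 ± 515 FPKM, and Timp2 at 129 ± 11.0 and 324 ± 14.0 FPKM. Aplnr was the lowest of the 14 genes in both groups, at 1.54 ± 0.376 and 5.26 ± 1.56 FPKM. Tested with limma on log2(FPKM + 1), a scale that understates the change of low genes, 2 genes of the whole table passed the thresholds with Benjamini-Hochberg adjustment, and 990 had an unadjusted p-value under 0.05.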

### MMP12 expression in subretinal fibrotic lesion

Among the hub genes identified from the RNA-seq analysis, *Mmp12* caught our attention due to its known roles in inflammation-mediated lung and liver fibrosis [24–26]. 

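Matrix metalloproteinases and their inhibitors were tested as one set of 15 genes, of which 12 were higher in fibrosis. The median log2 fold change was 0.42 (adjusted p = 3.8e-10 from edgeR's camera test with Benjamini-Hochberg adjustment; 1.5e-06 with the replicate block). The set holds Mmp12 and Timp2, both in Table S1. Without them the median over 13 genes was 0.37, with an adjusted p-value of 0.0162 in the camera test with Benjamini-Hochberg adjustment. This reduced set did not pass without control mouse 1, without fibrosis mouse 3 or with fry. Relative to the mean of 19 macrophage genes outside Table S1, on the log2 CPM scale, Mmp12 lay at -0.97 ± 0.16 (SD, n = 3) in control and 0.97 ± 0.27 (SD, n = 3) in fibrosis mice. These 19 genes exclude the macrophage genes that rose most. The paper took Mmp12 from its hub genes, and gives as its reason what is known of this protease in fibrosis of the lung and liver.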

Confocal microscopy detected discrete MMP12 expression in the choroid and occasionally the sclera of normal mouse eyes (Fig. 3A) as well as in the non-lesion area of the choroid from fibrosis eyes (Fig. 3A). MMP12^+^ cells were also observed in choroidal blood vessels, presumably circulating immune cells (arrows, Fig. 3A). Extensive MMP12 expression was observed in the subretinal fibrosis lesion area (Fig. 3A, B). The expression levels of MMP12 in the choroid of normal mice and the non-lesion sites of fibrosis eyes were comparable (Fig. 3B). Dual staining of MMP12 and F4/80 showed that 20.2 ± 1.6% (mean ± SD, *n* = 6) of F4/80^+^ macrophages in fibrotic lesion co-expressed MMP12 (Fig. 3C, D), suggesting that macrophages may be a major source of MMP12 in subretinal fibrosis**.**

**Fig. 3:**
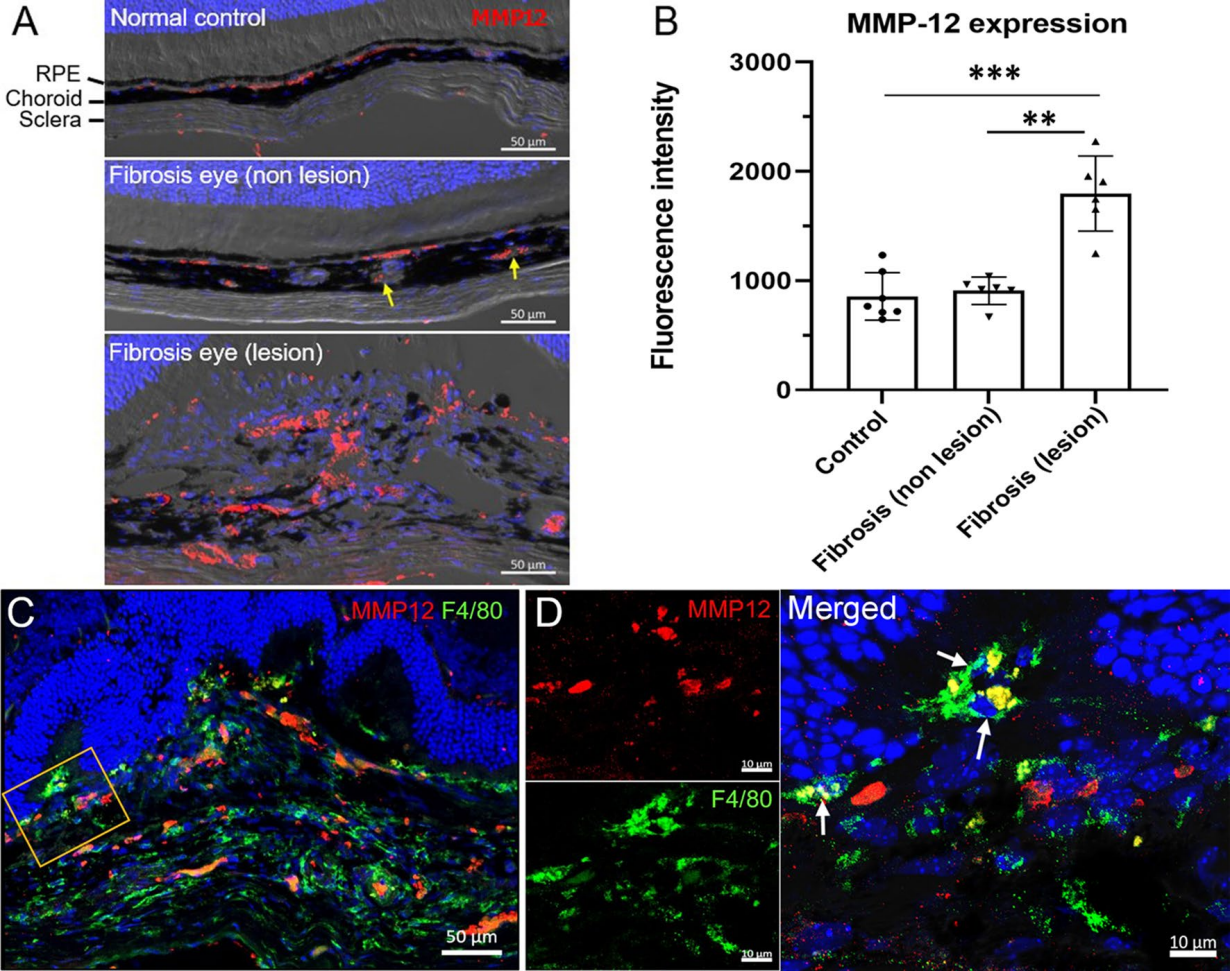
MMP12 expression in mouse eyes with/without subretinal fibrosis. **A** Representative confocal images showing MMP12 (red) expression in the choroid/sclera of eyes from normal and subretinal fibrosis (5 days after the second laser) mice. Yellow arrows indicate MMP12^+^ cells in choroidal blood vessels. **B** Dot/bar figure showing fluorescence intensity of MMP12 in the choroid of normal eyes, non-lesion site and fibrotic lesions of fibrosis eyes. Mean ± SD, *n* = 6–7 eyes. **p < 0.01, ***p < 0.001, Kruskal–Wallis with Dunn’s multiple comparisons test. **C** Confocal image from a subretinal fibrosis eye showing MMP12 (red) and F4/80 (green). A high magnification view of the yellow rectangle area, including each channel, is shown in (**D**). Arrows indicate F4/80^+^MMP12^+^ cells

### MMP12 expression in bone marrow-derived macrophages (BMDMs)

To understand how macrophage-derived MMP12 may contribute to subretinal fibrosis, we examined the MMP12 expression in BMDMs. Immunocytochemistry detected MMP12 in almost all F4/80^+^ BMDMs although the expression level varies in different cells (MMP12^hi^ in arrows, MMP12^low^ in asterisks, Fig. 4A). Quantitative RT-PCR showed that the expression levels of *Mmp12* in BMDMs from mice with subretinal fibrosis were significantly higher than those from control mice (Fig. 4B). Interestingly, the basal levels of collagen-1 (*Col1a1*), αSMA (*Acta2*) and fibronectin (*Fn1*) in BMDMs from subretinal fibrosis mice were also significantly higher than those from control mice (Fig. 4C). TGFβ1 treatment reduced *iNOS* (*NOS2*), but increased *Arg-1* expression (Additional file 1: Fig. S1A) accompanied by higher levels of Smad1-3 expression (Additional file 1: Fig. S1B) in BMDMs. The treatment did not affect *Emr1* (F4/80) expression (Additional file 1: Fig. S1A). In line with the in vitro TGFβ-treatment study, the expression of *iNOS* (Additional file 1: Fig. S1C) was reduced and the expression of *Arg-1* was increased in the RPE/choroid from subretinal fibrosis eyes (Additional file 1: Fig. S1D). TGFβ treatment also increased the expressions of myofibroblast markers collagen-1 (*Col1a1*), αSMA (*Acta2*) and fibronectin (*Fn1*) in BMDMs (Fig. 4D), and the increment levels of *Acta2* and *Fn1* were significantly higher in cells from subretinal fibrosis mice compared to those from controls (Fig. 4D). Multiplex cytokine array assay showed that BMDMs from subretinal fibrosis mice produced significantly higher levels of uPAR compared to BMDMs from control mice (Fig. 4E), and a trend of increase in CCL2 and PDGFβ (Fig. 4E, F), whereas the production of CXCL10 and IL-10 was significantly lower in BMDMs from subretinal fibrosis mice (Fig. 4E, F). These results suggest that macrophages from subretinal fibrosis mice were pro-angiogenic and pro-fibrotic.

**Fig. 4:**
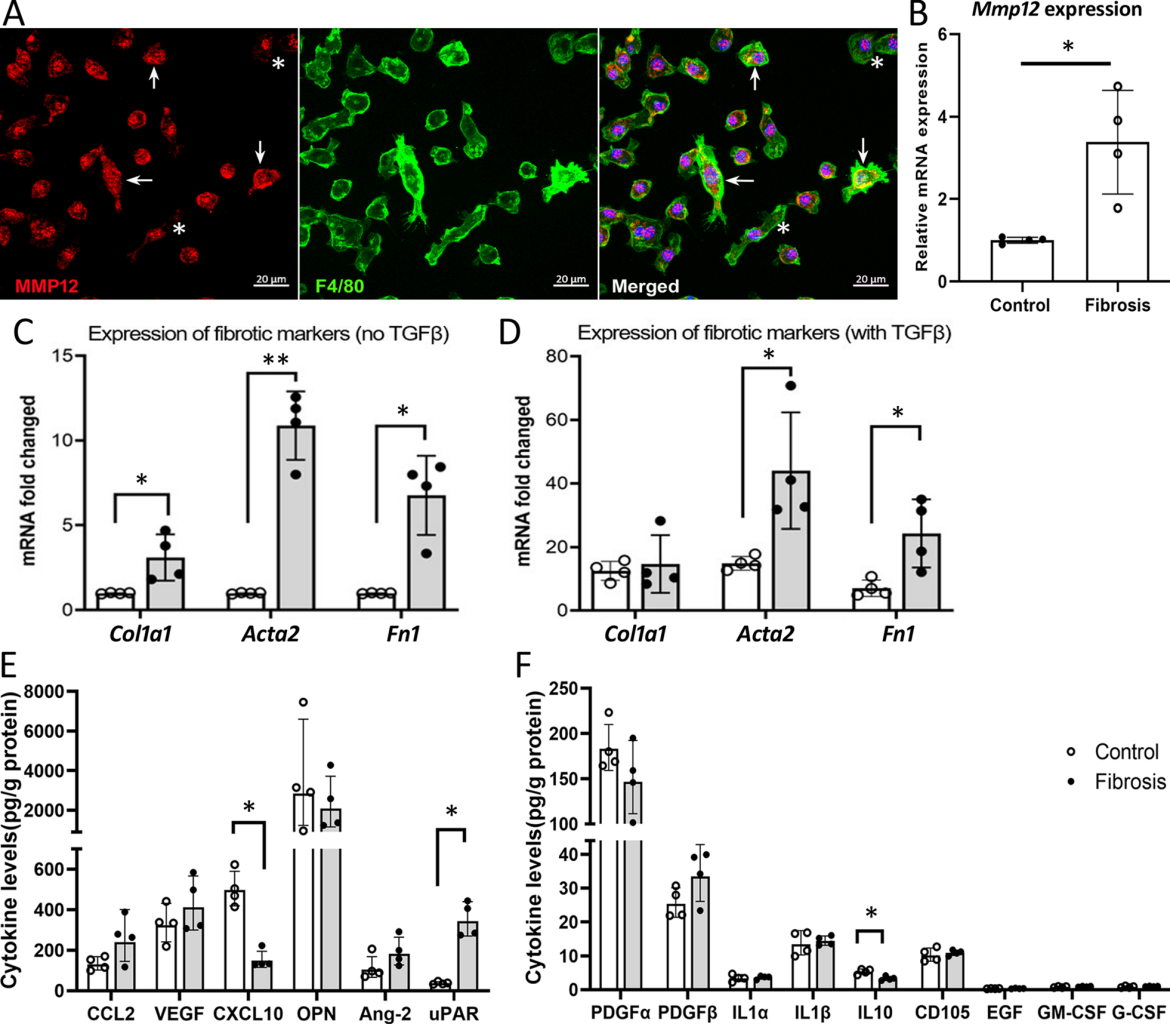
The expression of MMP12 and pro-fibrotic markers in bone marrow-derived macrophages (BMDMs) from control and subretinal fibrosis mice. BMDMs were cultured with/without 10 ng/ml recombinant TGF-β1 for 96 h, the cells were collected for immunocytochemistry or qRT-PCR, and supernatants were used for Luminex multiplex cytokine assay. **A** BMDMs from normal mice were stained for MMP12 (red) and F4/80 (green), imaged by confocal microscopy. Arrows indicating MMP12^high^ in F4/80^+^ cells. Asterisks indicating MMP12^low^ in F4/80^+^ cells. **B** qRT-PCR analysis of *Mmp12* expression in BMDMs from control and subretinal fibrosis mice (20 days after the second laser). **C**, **D** qRT-PCR analysis of fibrotic marker genes (*Col1a1, Acta2, Fn1*) in untreated BMDMs (**C**) and TGFβ1 treated BMDMs (**D**) from control and subretinal fibrosis mice. **E**, **F** Luminex bead-based assay of the production of pro-fibrotic cytokines by BMDMs from normal and subretinal fibrosis mice. Mean ± SD, *n* = 4 mice, *p < 0.05, **p < 0.01, Mann–Whitney test

### The effect of MMP12 inhibition on macrophage-to-myofibroblast transition (MMT)

Previously, we reported the existence of macrophage-to-myofibroblast transition (MMT) in subretinal fibrosis [22]. To understand if MMP12 is involved in MMT, we used an MMP12 selective inhibitor MMP408 in the MMT study. MMP408 at the concentrations of 20 and 80 nM significantly reduced TGFβ1-induced upregulation of *Col1a1*, *Acta2* and *Fn1* mRNA in BMDMs (Fig. 5A–C). MMP12 at a low concentration (2 nM) appeared to increase the mRNA expression of *Col1a1*, *Acta2* and *Fn1* compared to DMSO treated group (Fig. 5A–C). However, immunocytochemistry showed strong reductions in the percentage of αSMA^+^Collagen-1^+^ cells in all groups treated by MMP408, including the 2 nM group (Fig. 5D, E).

**Fig. 5:**
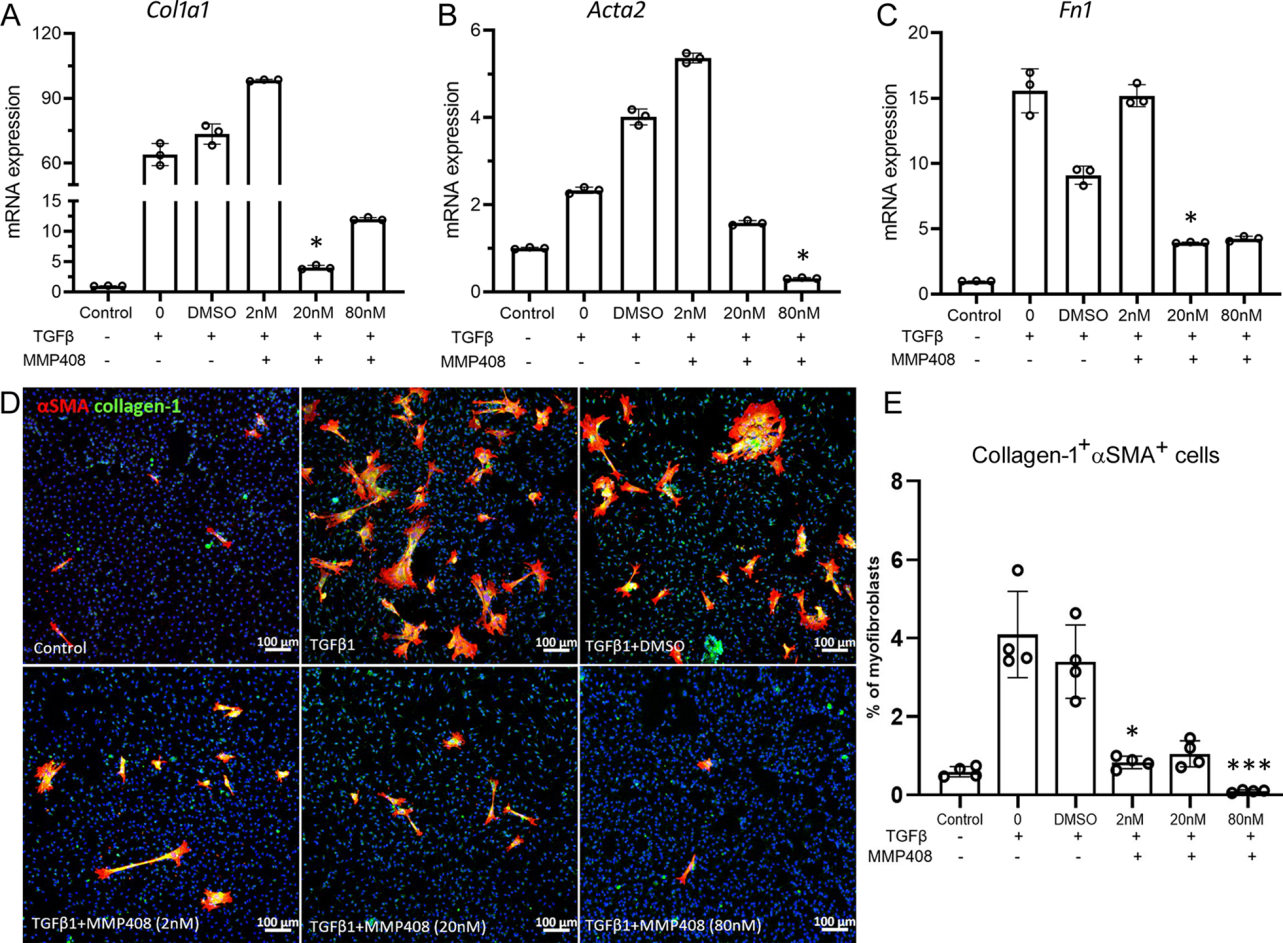
The effect of MMP408 on macrophage-to-myofibroblast transition (MMT). BMDMs from normal mice were treated with TGFβ1 (10 ng/ml) with or without different concentrations of MMP408 (2 nM/ml, 20 nM/ml and 80 nM/ml) or DMSO for 96 h. Cells were collected for qRT-PCR or immunocytochemistry. **A**–**C** The mRNA expression levels of *Col1a1* (**A**), *Acta2* (**B**) and *Fn1* (**C**). Mean ± SD, *n* = 3, *p < 0.05 compared with DMSO group. Kruskal–Wallis with Dunn’s multiple comparisons test. **D** Representative confocal images of BMDMs stained for α-SMA (red) and collagen-1(green) from different treatment groups. Scale bar = 100 µm. **E** Dot/bar figure showing the percentages of collagen-1^+^ α-SMA ^+^ cells in different groups. Mean ± SD, *n* = 4, **p < 0.01, ***p < 0.001. Kruskal–Wallis with Dunn’s multiple comparisons test

### The effect of MMP12 inhibition on subretinal fibrosis

Next, we investigated the effect of MMP408 in subretinal fibrosis in our two-stage laser-induced in vivo model. MMP408 was given three days after the second laser daily for 5 days (Fig. 6A). Eyes were collected 10 days after the second laser (Fig. 6A). MMP408 significantly reduced the size of collagen-1^+^ fibrotic lesions compared with no-treatment controls and vehicle (DMSO) treated mice (Figs. 6B, C).

**Fig. 6:**
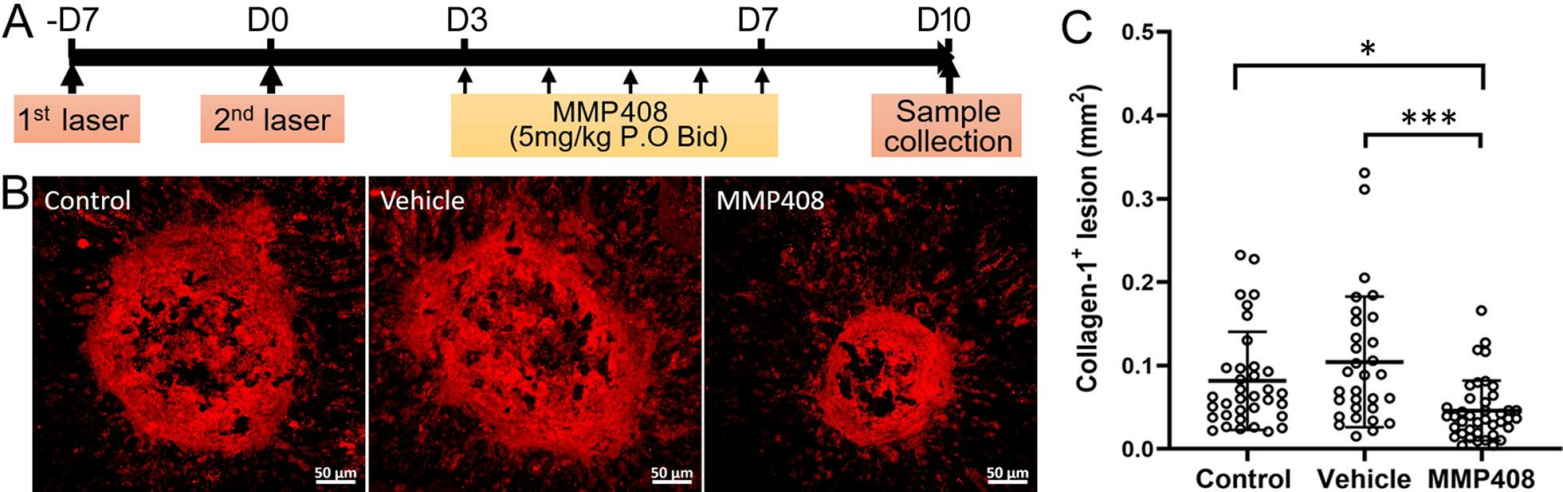
The effect of MMP408 on subretinal fibrosis. **A** Schematic view of the study design. Mice were treated with MMP408 (5 mg/kg twice daily, gavage) or vehicle three days after the second laser for 5 days. Eyes were collected on day 10 for immunohistochemistry. Subretinal fibrosis mice that received no treatment were considered as a treatment-naïve control group. **B** Representative confocal images of RPE/choroid flatmounts stained for collagen-1 from control non-treatment group, vehicle group and MMP408 group. Scale bar = 50 µm. **C** Quantitative analysis of collagen-1^+^ lesion area in different groups. Mean ± SD, *n* = 31–40 lesions per group from 8 to 10 eyes, *p < 0.05, **p < 0.01. One-way ANOVA followed by Tukey’s multiple comparison’s test

A large number of F4/80^+^ macrophages were detected inside and around the fibrotic lesions in ocular sections (Fig. 7A–C) and RPE-choroid flatmounts (Fig. 7D–G). We found ~ 31% of F4/80^+^ macrophages co-expressed collagen 1 in control subretinal fibrosis mice and this was reduced to 21% following MMP408 treatment (Fig. 7B, C), suggesting that MMP12 inhibition reduced MMT. The total number of F4/80^+^ cells per RPE-choroidal flatmount in MMP408 treated mice was significantly lower than that of non-treatment controls and vehicle-treated mice (Fig.7H).

**Fig. 7:**
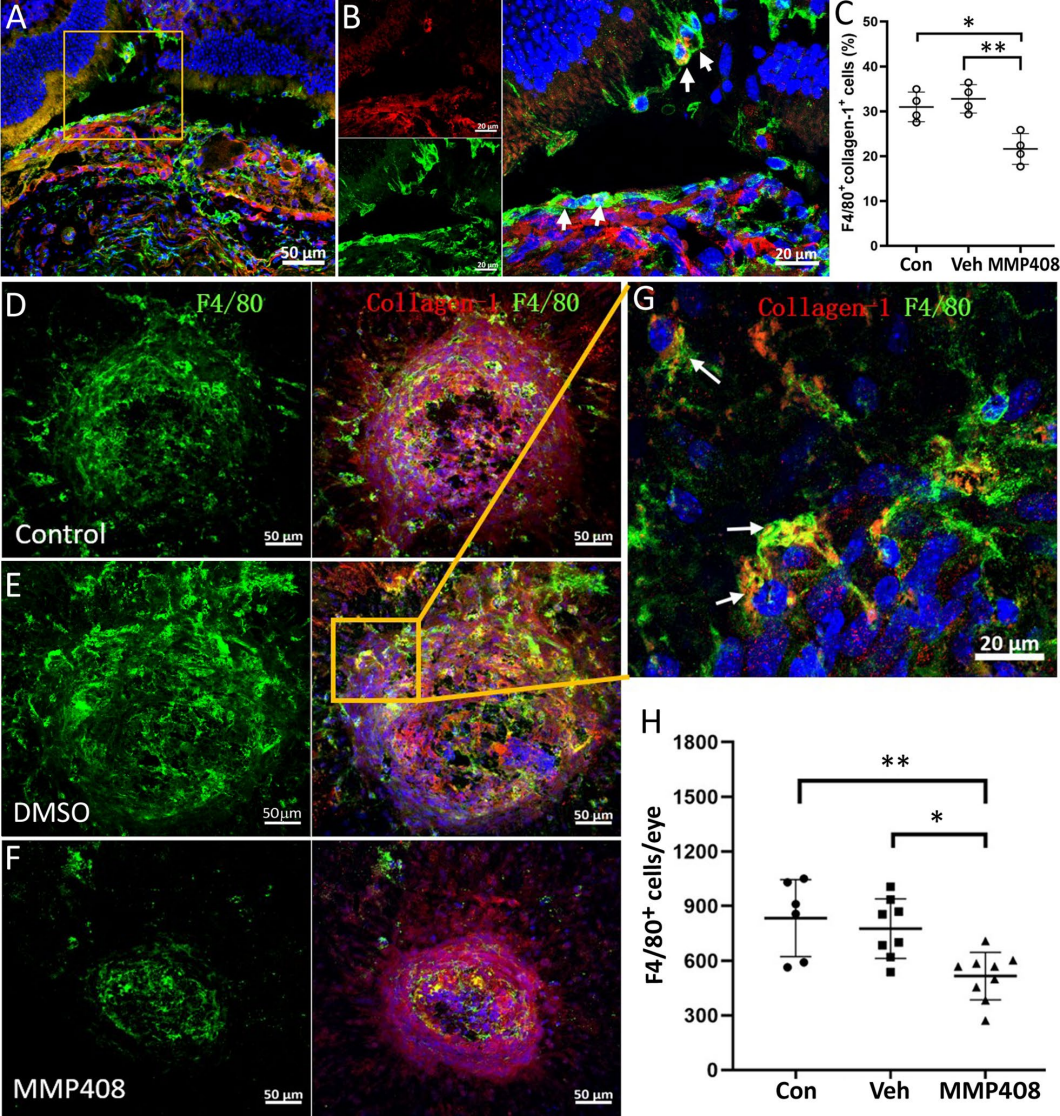
The effect of MMP408 on macrophage accumulation in subretinal fibrosis. **A** Cryosections from subretinal fibrosis eyes were stained for collagen-1 (red) and F4/80 (green) and imaged by confocal microscopy. **B** Magnified area of box in (**A**) showing F4/80^+^MMP12^+^ cells (arrows) inside and around the subretinal fibrotic lesion. **C** The percentage of F4/80^+^Collagen-1^+^ cells among all F4/80^+^ macrophages. **D**–**H** Representative confocal images of RPE/choroid flatmounts stained for collagen-1 (red) and F4/80 (green) from control non-treatment group (**D**), vehicle (DMSO) group (**E**) and MMP408 group (**F**). Scale bar = 50 µm. **G** Magnified area of box in (**E**) showing F4/80^+^collagen-1^+^ cells (arrows) in the fibrotic lesion. **H** Quantitative analysis of the total F4/80^+^ cells in RPE-choroid flatmount in different groups. Mean ± SD, *n* = 6–9 eyes from 4–5 mice, *p < 0.05, **p < 0.01. Kruskal–Wallis with Dunn’s multiple comparisons test

### MMP12 mRNA expression in human age-related macular degeneration

Upon analyzing the online AMD sample bulk RNA-seq datasets (GSE135092) [23], we found that *Mmp12* mRNA was detected in both macular and non-macular RPE/choroidal tissues. The expression level of *Mmp12* in AMD macular tissues appeared to be higher than that in non-AMD controls but the difference did not reach statistical significance (*p* = 0.194 by Welch’s t test, Fig. 8A). There was no significant difference in the expression levels of MMP12 in non-macular RPE-choroid specimens between AMD and non-AMD controls (Fig. 8A).

**Fig. 8:**
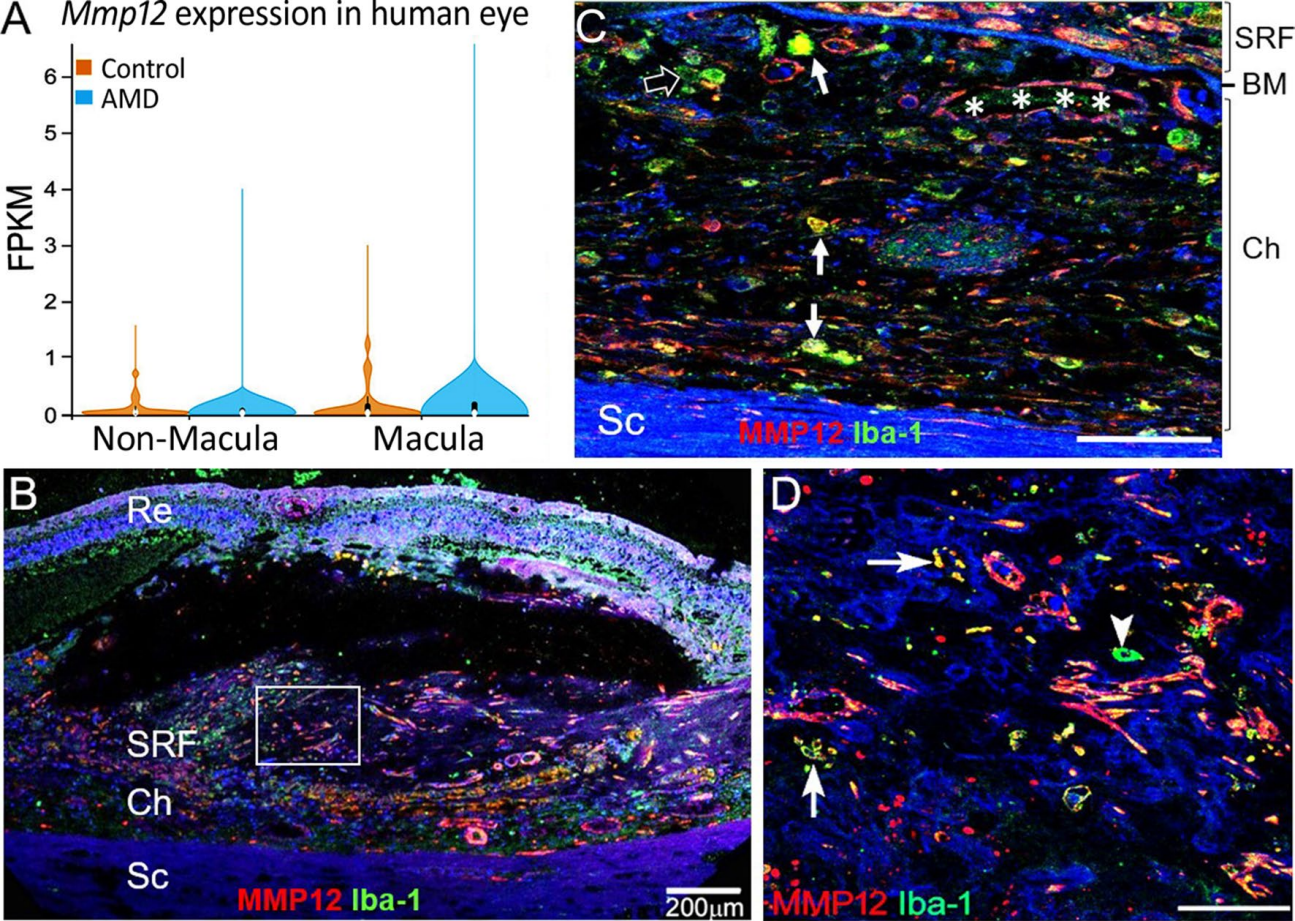
The expression of MMP-12 in human AMD and macular fibrosis. **A** The mRNA expression levels of *Mmp12* in non-macular and macular RPE-choroid from non-AMD controls and AMD (Bulk RNA-Seq data from NCBI GEO database, ID: GSE135092). Mean ± SD, (AMD macula, *n* = 13; AMD non-macula, *n* = 10; non-AMD macula, *n* = 33; non-AMD non-macula, *n* = 36). **B** A confocal image from human nAMD with macular fibrosis showing MMP12 (red) and Iba-1 (green) in the choroid and subretinal lesion. **C** High magnification image showing Iba-1^+^MMP12^+^ cells (arrows), Iba-1^+^MMP12^−^ cells (open arrow) in the choroid and MMP12^+^ cells in choroidal blood vessels (asterisks). **D** Magnified area of box in (**B**) showing Iba-1^+^MMP12^+^cells (arrows), Iba-1^+^MMP12^−^cells (arrowhead) in the macular fibrotic lesion. Re = retina, SRF = subretinal fibrotic lesion, Ch = choroid, BM = Bruch’s membrane. Scale bars in C and D = 50 µm

Immunofluorescence staining of Iba-1 and MMP12 in human nAMD eyes with macular fibrosis showed that many Iba-1^+^MMP12^+^ cells in the diseased eye (Fig. 8B) including the choroid (Arrows, Fig. 8C) and subretinal fibrotic lesion (Arrows, Fig. 8D). We also detected Iba-1^+^MMP12^−^ cells in the lesion (open arrow in Fig. 8C, arrowhead Fig. 8D).

## Discussion

In this study, using the RNA-seq technique, we found that inflammatory pathways along with fatty acid synthesis and ECM-receptor interaction pathways are highly enriched in subretinal fibrosis. Our results confirmed the role of inflammation in the development of subretinal fibrosis. Myofibroblast infiltration and activation is a key step for the initiation of macular fibrosis [9]. Inflammatory mediators may recruit and activate fibroblasts and fibrocytes from the choroid and blood circulation. They can also induce EMT/EndoMT in RPE and vascular endothelial cells [9, 18, 27]. We recently reported that macrophages are also a source of myofibroblasts in subretinal fibrosis through MMT [22]. Here, we demonstrate that MMP12 is critically involved in the development of subretinal fibrosis. Mechanistically, we found that MMP12 may participate in the regulation of macrophage phenotype by driving M2 differentiation and promoting MMT.

MMP12 is reported to play an important role in organ fibrosis including the lung [24, 25, 28, 29], liver [30] skin and heart [26]. In the retina, MMP12 deficiency reduced retinal inflammation and pathological angiogenesis in oxygen-induced retinopathy [31]. We found that MMP12 expression was significantly increased in subretinal fibrosis and a substantial amount of MMP12 was detected in F4/80^+^ macrophages, a major cellular source of MMP12. We also found that macrophages from subretinal fibrosis mice expressed higher levels of MMP12 and were pro-angiogenic and pro-fibrotic with or without TGFβ stimulation. TGFβ is known to be able to induce MMT [22, 32], which was confirmed in this study. TGFβ treatment also increased MMP12 expression in macrophages accompanied by induction of an M2-like phenotype evidenced by reduced *iNOS* and increased *Arg-1* expression. This is in line with a previous report, in which the authors showed that TGFβ induced M2-like macrophage polarization through SNAIL-mediated suppression of pro-inflammatory phenotype [33]. We found that blocking MMP12 dose-dependently reduced TGFβ-induced MMT in vitro, suggesting that MMP12 may directly participate in the MMT process. Importantly, we showed that MMP12 is present in human ocular tissue at both mRNA and protein levels, and the fibrotic lesions from nAMD eyes contained a large number of MMP12^+^Iba1^+^ cells. Our results suggest that MMP12^+^ macrophages may play a role in macular fibrosis secondary to neovascular AMD.

Exactly how MMP12 contributes to MMT is not known. Apart from the elastase activity, MMP12 is capable of degrading some proinflammatory mediators such as pro-TNFα [34], IFNγ [35] and CXC and CC chemokines [36]. The removal of these proinflammatory cytokines by MMP12 from the microenvironment of macrophages may promote their differentiation towards M2-like wound healing and pro-fibrotic phenotype. However, the fact that inhibition of MMP12 almost completely abrogated TGFβ-induced MMT (Fig. 5D) suggests that MMP12 may be directly involved in TGFβ signalling. It would be interesting to know whether MMP12 is involved in TGFβ-TGFβR1/R2 interaction and the downstream signalling of the TGFβR1/R2-smad pathway.

In addition to its role in MMT, MMP12 may also contribute to retinal fibrosis through other mechanisms, such as promoting macrophage infiltration and regulation of immune responses. The elastase activity of MMP12 can generate various elastin-derived peptides (EDPs). The main repeating sequence of EDPs, Val-Gly-Val-Ala-Pro-Gly (VGVAPG) hexapeptide can interact with cell surface elastin-receptor complex consisting of elastin-binding protein, cathepsin A, and neuraminidase [37]. EDPs can also interact with the scavenger receptor CD36, galectin-3, and integrin αvβ3 and αvβ5 in tissue and immune cells [37, 38]. EDP-receptor interaction is known to be involved in cell migration, proliferation, apoptosis, inflammation and tissue remodelling [38]. In addition, MMP12 can degrade a spectrum of other extracellular matrix proteins, including type IV collagen, fibronectin, laminin, heparin sulphate and chondroitin sulphate [34, 39–41]. A recent study has shown that MMP12 is critically involved in macrophage transmigration across the intestinal epithelial barrier, probably through the degradation of the basement membrane [35]. Elected levels of MMP12 after ischemic stroke was reported to degrade several tight junction proteins including claudin-5, occludin and ZO-1 [42]. MMP12 may damage the blood barrier and promote macrophage infiltration in our model of subretinal fibrosis. Indeed, blocking MMP12 with MMP408 significantly reduced the number of F4/80^+^ macrophages in our study (Fig. 7) and suppressed subretinal fibrosis (Fig. 6).

## Conclusions

In this study, we have provided evidence support for macrophage-derived MMP12 as an important mediator of subretinal fibrosis. Our result has significant implications in the pathogenesis of macular fibrosis in AMD patients as MMP12 is highly expressed in the diseased eyes. Macrophages are one of the major cell types driving organ fibrosis. Understanding the complete arsenal of macrophages in neovascular AMD allows us to identify and design interventions to prevent or treat macular fibrosis.

## Supplementary Information

**Additional file 1: Figure S1.** (A, B) The expression of macrophage phenotype genes and Smads in BMDMs with/without TGFβ1 treatment. BMDMs from naïve mice were treated with/without 10ng/ml of TGF-β1 for 96 h. Cells were collected for qRT-PCR analysis. (A) The relative mRNA expression levels of *iNOS, Arg-1, Emr1 *(F4/80) in control and TGF-β1 treated BMDMs. (B) Relative mRNA expression levels of *Smad-1, Smad-2, *and* Smad-3* in control and TGFβ1-treated BMDMs. Mean ± SD, n = 3. **p<0.01, ***p < 0.001, Mann-Whitney test. (C, D) The expression of iNOS (C) and Arg-1 (D) in RPE/choroidal tissues from normal (Con) and day 5 and day 10 subretinal fibrosis mice. Mean ± SD, n = 6 eyes. **p< 0.01, Kruskal-Wallis with Dunn’s multiple comparisons test. **Table S1.** The list of differentially expressed genes (DEGs) in RPE-choroid from normal and subretinal fibrosis mice. **Table S2. **The list of significantly enriched Gene Ontology (GO) terms.

## Data Availability

The processed bulk RNA-seq data generated during the current study are available in the GEO repository (Access number: GSE189555).

## Abbreviations

αSMA (Acta2): Alpha smooth muscle actin
BMDMs: Bone marrow-derived macrophages
CNV: Choroidal neovascularization
DEGs: Differentially expressed genes
DMSO: Dimethyl sulfoxide
EMT: Epithelial to mesenchymal transition
EndoMT: Endothelial to mesenchymal transition
EDPs: Elastin-derived peptides
FPKM: Fragments per kilobase of transcript per million mapped reads
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MMT: Macrophage-to-myofibroblast transition
MMP12: Matrix metalloproteinase 12
nAMD: Neovascular age-related macular degeneration
PPI: Protein–protein interaction
qRT-PCR: Quantitative real-time polymerase chain reaction
RPE: Retinal pigment epithelial
RNA-seq: Ribonucleic acid sequencing
TGF-β1: Transforming growth factor beta1
Aplnr: Apelin receptor
Chil1: Chitinase-like 1
Ctss: Cathepsin S
Lyz2: Lysozyme 2
CD68: Cluster of differentiation 68
Itgb2: Integrin beta 2
C1qb: Complement component 1, q subcomponent, beta polypeptide
C3ar1: Complement component 3a receptor 1
Clec7a: C-type lectin domain family 7, member a

# Supplementary material for: Macrophage elastase (MMP12) critically contributes to the development of subretinal fibrosis
**Source:** J Neuroinflammation. 2022 Apr 5;19:78. doi: 10.1186/s12974-022-02433-x
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. (A, B) The expression of macrophage phenotype genes and Smads in BMDMs with/without TGFβ1 treatment. BMDMs from naïve mice were treated with/without 10ng/ml of TGF-β1 for 96 h. Cells were collected for qRT-PCR analysis. (A) The relative mRNA expression levels of iNOS, Arg-1, Emr1 (F4/80) in control and TGF-β1 treated BMDMs. (B) Relative mRNA expression levels of Smad-1, Smad-2, and Smad-3 in control and TGFβ1-treated BMDMs. Mean ± SD, n = 3. **p<0.01, ***p < 0.001, Mann-Whitney test. (C, D) The expression of iNOS (C) and Arg-1 (D) in RPE/choroidal tissues from normal (Con) and day 5 and day 10 subretinal fibrosis mice. Mean ± SD, n = 6 eyes. **p< 0.01, Kruskal-Wallis with Dunn’s multiple comparisons test. Table S1. The list of differentially expressed genes (DEGs) in RPE-choroid from normal and subretinal fibrosis mice. Table S2. The list of significantly enriched Gene Ontology (GO) terms.

**
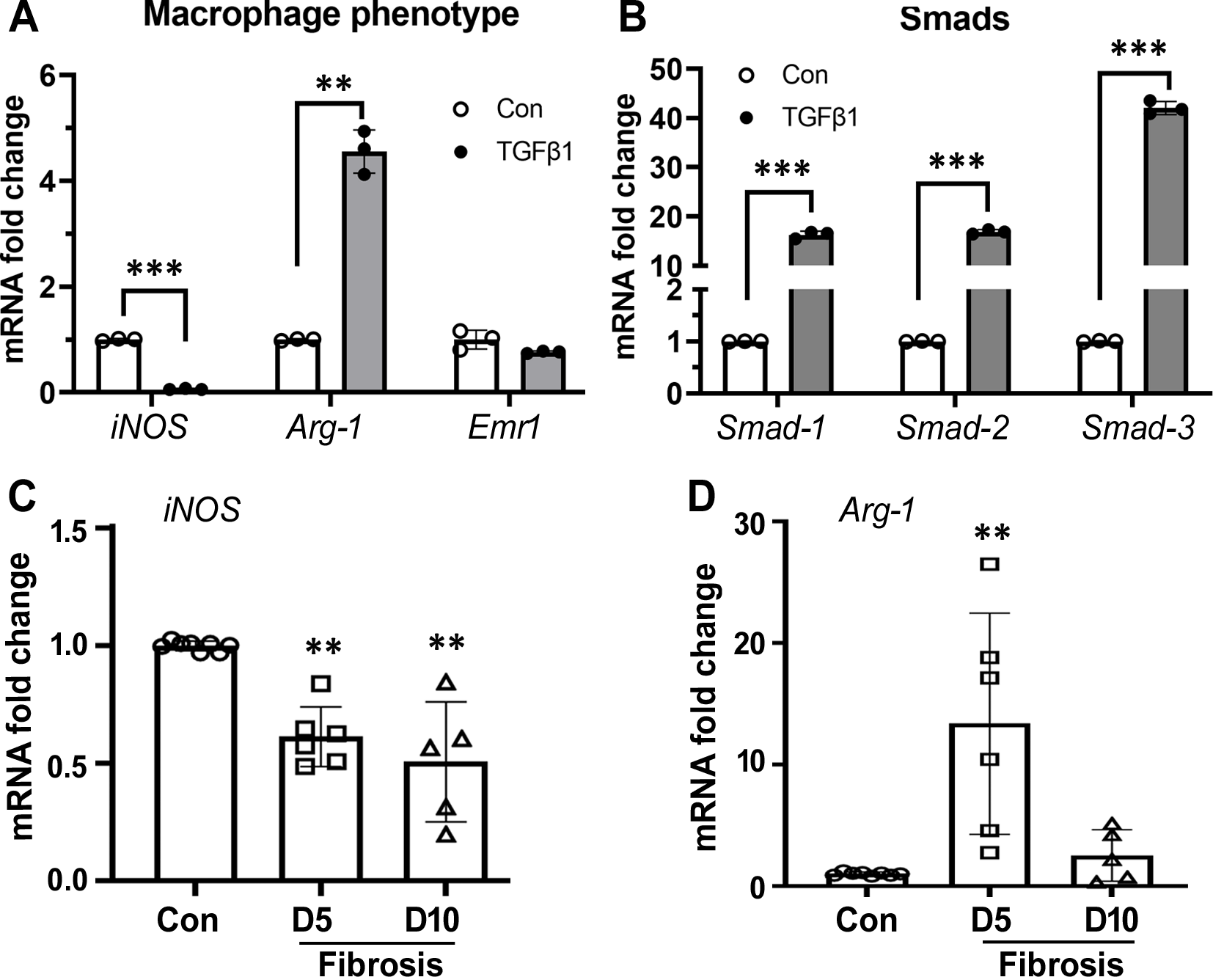
**

**Figure S1.** (A, B) The expression of macrophage phenotype genes and Smads in BMDMs with/without TGFβ1 treatment. BMDMs from naïve mice were treated with/without 10ng/ml of TGF-β1 for 96 h. Cells were collected for qRT-PCR analysis. **(A)** The relative mRNA expression levels of *iNOS, Arg-1, Emr1* (F4/80) in control and TGF-β1 treated BMDMs. **(B)** Relative mRNA expression levels of *Smad-1, Smad-2,* and *Smad-3* in control and TGFβ1-treated BMDMs. Mean ± SD, n = 3. ***p*<0.01, ****p* < 0.001, Mann-Whitney test. (C, D) The expression of iNOS (C) and Arg-1 (D) in RPE/choroidal tissues from normal (Con) and day 5 and day 10 subretinal fibrosis mice. Mean ± SD, n = 6 eyes. ***p*< 0.01, Kruskal-Wallis with Dunn’s multiple comparisons test.

**Table S1.** The list of differentially expressed genes (DEGs) in RPE-choroid from normal and subretinal fibrosis mice.

**Table S2.** The list of significantly enriched Gene Ontology (GO) terms.

How the deposited data were processed for this re-analysis (not part of the article)

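RNA-seq of RPE-choroid from 3 control mice and 3 subretinal fibrosis mice was analysed. Each sample was given its group and mouse number from its labels, which match the groups and the n that the paper states. The authors filtered the reads with FASTP, mapped them, counted the reads on each gene with StringTie and deposited these counts for each gene and mouse, without normalization. The authors also deposited FPKM values, which are scaled by transcript length and by the mapped reads of each library. The paper does not state that these were computed from the deposited counts. The text of the paper does not name the aligner, the genome build, the annotation or the strandedness of the libraries. Read quality and the enrichment and interaction databases used in the paper were not analysed here. Values were computed for more genes than the text names, and a result that concerns 1 of them is not reported here.

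The counts were read as deposited. Totals per library were between 13667310 and 24356023 counts, and the median standard error of the log2 fold change was 0.19. In the main setting a change had to be many times its standard error to pass after adjustment. Even Mmp12, with a log2 fold change of 2.39, had an adjusted p-value of 0.0504 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 6 tables list the same genes, and no gene listed has a count under 1 in any library. Gene positions, symbols, transcripts and overlaps were taken from GENCODE M21 on GRCm38, in which 15659 of 15663 identifiers were found, and this build was chosen because of that match.

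Genes with more than 50 counts in at least 2 samples were tested, as in the paper, with edgeR 4.0.16 in R 4.3.3. TMM normalization, estimateDisp, glmQLFit and glmQLFTest were used with their defaults and with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called at an adjusted p-value under 0.05 and a log2 fold change of at least 0.5 either way. The installed version fits the quasi-likelihood model in its older form (legacy = TRUE) by default. The list of alternatives had taken the newer form (legacy = FALSE) for the default, and the main setting was kept at the installed default only after the results of both forms had been seen. The CPM values are TMM-normalized. Errors are SDs over 3 mice, and standard errors of log2 fold changes were taken from the edgeR fit. For single values an exact permutation test, two-sided, was used, which cannot go under 0.1 with 3 mice against 3.

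Gene sets were tested with edgeR's camera method on the same fit with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 23 sets. The sets are short lists of marker genes and of genes of the pathways the paper names, with the genes of Table S1 taken out again where stated. GC content was taken from the longest annotated transcript of each gene, where the plan spoke of its exons, and the peak GC content is the highest in any window of 200 nt of that transcript. The GC correction subtracts each library's smooth trend of the log ratio to the mean library on GC content, as an offset. The retina score of a library is the mean log2 CPM of the photoreceptor genes, centred over the 6 libraries.

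Apart from the form of the edgeR fit, the main settings, the genes to be named, the gene sets and the alternatives were fixed before the data were examined, with the additions given below. The genes to be named were those in the paper's results, Table 2, Fig. 1D and Fig. 2, the genes of the sets, any gene called whose groups do not overlap, up to 10, and Col1a1, Fn1, Acta2, Nos2, Arg1, Adgre1, Smad1, Smad2 and Smad3. The alternatives were DESeq2 1.42.0, limma 3.58.1 on counts or on log2(FPKM + 0.1) and log2(FPKM + 1), other normalizations, other filters on low counts, GC and length corrections, a replicate block and leaving out each mouse. Fits with the retina score, DESeq2 with corrections or with mice left out, thinning of the libraries, sets without Table S1 genes and a surface epithelium set were added after the data had been seen. The pairing in the replicate block comes from the mouse numbers in the sample labels. Mice with the same number are different animals, so the block was not part of the main design.

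The tests were run first on simulated counts with the means, spread and library sizes of these libraries, in which 13454 genes were drawn and 200 were changed. At a true log2 fold change of 1, edgeR recovered 39% and DESeq2 64% of the changed genes, and at 2 they recovered 83% and 92%. Of the genes called, 11 of 133 with edgeR and 52 of 208 with DESeq2 had not been changed. Each simulated gene was drawn independently, without differences between libraries that many genes share, such as that in photoreceptor RNA. These rates therefore do not give the power or the share of false calls in the real libraries. The GC correction took a simulated trend from a Spearman correlation of 0.35 across 13252 genes to 0.00. That trend was added to a single library, in counts simulated with 0.1 times the dispersion of these libraries. The simulation did not try the correction at the full dispersion or with trends in several libraries.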

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

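The test on GC content, and the rule that picked these gene sets, were chosen only after the results of the sets had been seen. Table S1 is the paper's list of changed genes in these libraries. Among genes outside it, 6 of the gene sets were higher in each of the 3 fibrosis libraries than in any control library. Each of these sets had an adjusted p-value under 0.05 in edgeR's camera test with Benjamini-Hochberg adjustment. Macrophage and microglia genes had a median log2 fold change of 0.59 with 11 of 12 genes higher, and a mean log2 CPM of 4.99 ± 0.18 (SD, n = 3) in control and 5.51 ± 0.17 (SD, n = 3) in fibrosis mice. Pan-macrophage genes had a median log2 fold change of 0.42 with 18 of 19 genes higher, and a mean log2 CPM of 5.09 ± 0.17 (SD, n = 3) in control and 5.56 ± 0.17 (SD, n = 3) in fibrosis mice. Genes of lipid-associated macrophages had a median log2 fold change of 0.37 with 9 of 10 genes higher, and a mean log2 CPM of 8.88 ± 0.25 (SD, n = 3) in control and 9.28 ± 0.11 (SD, n = 3) in fibrosis mice. Mast cell genes had a median log2 fold change of 0.52 with 3 of 4 genes higher, and a mean log2 CPM of 2.45 ± 0.27 (SD, n = 3) in control and 2.92 ± 0.17 (SD, n = 3) in fibrosis mice. Genes of fibrosis had a median log2 fold change of 0.38 with 20 of 24 genes higher, and a mean log2 CPM of 6.30 ± 0.20 (SD, n = 3) in control and 6.70 ± 0.17 (SD, n = 3) in fibrosis mice. Matrix metalloproteinases and their inhibitors had a median log2 fold change of 0.37 with 10 of 13 genes higher, and a mean log2 CPM of 4.65 ± 0.17 (SD, n = 3) in control and 4.97 ± 0.11 (SD, n = 3) in fibrosis mice. The sets share genes, so they are not 6 separate signals. A complete separation of 3 libraries from 3 arises by chance for 10% of comparisons.

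The adjusted p-values of these 6 sets in edgeR's camera test with Benjamini-Hochberg adjustment lay between 1.1e-10 and 0.0162, and between 6.1e-11 and 0.0281 with the replicate block, where 6 of 6 passed. Fry, which tests the genes of a set without reference to other genes, gave an adjusted p-value under 0.05 for 1 of the 6, mast cells (0.0299 with Benjamini-Hochberg adjustment), and between 0.129 and 0.172 for the other sets. With each mouse left out, the adjusted camera p-value ran from 0.0167 to 0.192 for mast cell genes and from 0.00225 to 0.113 for matrix metalloproteinases, with Benjamini-Hochberg adjustment, so these 2 did not pass in every fit. The largest value among the fits that left out a mouse was 0.0133 for lipid-associated macrophage genes, 0.00105 for fibrosis genes, 1.3e-04 for macrophage and microglia genes and 2.2e-05 for pan-macrophage genes, in edgeR's camera test with Benjamini-Hochberg adjustment.

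Several technical explanations were weighed. GC content was tested by removing each library's GC trend, after which 0 of the 6 sets lost their adjusted p-value under 0.05 in camera. Neural retina RNA in some libraries was tested with the retina score as a covariate, and 0 of the 6 were lost. Library size was tested by thinning each library to the total of the smallest one, and 0 of the 6 were lost. Counting sets that separate the groups completely in either direction, the real split gave 7, of which the set lower in fibrosis was that of the RPE. Only 1 of the 10 splits of the 6 libraries, the real split, gave as many, and the others gave at most 4. Among the 4 splits that part all 3 same-numbered pairs the other splits gave at most 2. With 10 splits the share cannot go under 0.1, so the pattern cannot be told apart from a grouping by chance. A candidate explanation is a larger share of macrophage RNA in the fibrosis libraries, which remains a hypothesis, since these sets were found and tested on the same 6 libraries.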

How the results depend on the processing

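The tests described as added were chosen only after the result was seen, and so was the decision which form of the edgeR fit is the main setting. The number of called genes moved with the test. Against 0 genes in the main setting (943 at an unadjusted p-value under 0.05), DESeq2 on the same genes called 153 (108 higher, 45 lower, 138 of them in Table S1), and DESeq2 on all genes called 153 (107 higher, 46 lower, 138 in Table S1). Unadjusted p-values under 0.05 were nearly as many in edgeR (943) as in DESeq2 on the same genes (973), so the gap lies in the smallest p-values. The cause of this difference between edgeR and DESeq2 was not found by the test made on it. With limma-voom, edgeR's robust form, upper quartile normalization, library size alone, no filter, filterByExpr or at least 10 counts in every sample, 1 gene was called, Mmp12, which is in Table S1. With limma on log2(FPKM + 0.1) and on log2(FPKM + 1), 2 genes were called, Mmp12 and Timp2, and with the GC and length correction 2, Mmp12 and Jund. All of these were higher in fibrosis and in Table S1, and the cause was not tested. Mmp12 lay so near the threshold that small shifts of its p-value moved the count between 0 and 1. Its adjusted p-value ran from 5.1e-27 to 0.496 over the 24 alternatives fixed in advance that give a p-value for each gene, with Benjamini-Hochberg adjustment. The added newer form of the edgeR fit (legacy = FALSE) called 1 gene, Mmp12, and the added edgeR fit with the retina score also called 1. The setting legacy = TRUE is the main setting under another name and could not have moved a result.

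Relative log expression normalization and the GC correction left the count at 0, with 932 and 912 genes at an unadjusted p-value under 0.05. The count was also 0 with the log2 ratio of FPKM means with edgeR's p-values, no fold change threshold, a threshold of 1 on the log2 fold change and glmTreat. Apart from glmTreat, these keep the p-values of edgeR's quasi-likelihood test in the main setting, where the smallest adjusted one was 0.0504. Such settings could not have called a gene. With the replicate block the count was 0 with 1206 genes at an unadjusted p-value under 0.05, and with the replicate block and the GC correction it was 0 with 1117. The deviations of same-numbered libraries were correlated at -0.23 pooled and at -0.10 as the mean of the 3 pairs, which were at -0.48, 0.49 and -0.30. The added fit of DESeq2 with the replicate block called 201 genes (144 higher, 57 lower, 120 in Table S1). DESeq2 with the GC correction called 164 (118 higher, 46 lower, 130 in Table S1) and DESeq2 with the retina score 261 (188 higher, 73 lower, 138 in Table S1), both also added, and the cause was not tested.

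With each mouse left out in turn, edgeR called from 0 to 5 genes, from 0 to 5 of them higher and 0 lower, and from 0 to 5 in Table S1. The 5 came without control mouse 1 and include Mmp12, Dexi and Mpnd. DESeq2 with each mouse left out called from 67 to 343 genes, from 47 to 220 higher, from 20 to 123 lower and from 64 to 126 in Table S1, and the cause was not tested.

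Of 23 gene sets, 16 passed in the main setting, 16 with relative log expression normalization, with at least 10 counts in every sample or with the replicate block, 15 with the GC correction or the replicate block and the GC correction, and from 14 to 18 with each mouse left out. Fry left 5 of the 16, and the cause was not tested. Sets whose direction turned in some of the fits that left out a mouse had these adjusted p-values over those fits, with Benjamini-Hochberg adjustment in edgeR's camera test. They ran from 0.341 to 0.958 for T cell genes, from 0.0297 to 0.975 for endothelial genes, from 1.3e-08 to 0.511 for photoreceptor genes, from 0.0130 to 0.511 for inner retina genes and from 4.2e-13 to 0.646 for lens crystallin genes. For skeletal muscle genes they ran from 1.3e-10 to 0.688, for alternative activation genes from 0.0141 to 0.614 and for classical activation genes from 0.245 to 0.996. With the replicate block and the GC correction, endothelial genes turned lower at 0.881 and classical activation genes turned higher at 0.993 in edgeR's camera test with Benjamini-Hochberg adjustment. Apart from these turns, 21 set results were weaker, 9 stronger and 228 the same. The cause was not tested.

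Over the single genes followed through the alternatives, not all of which the text names, 1831 results of the alternatives fixed in advance were the same and 166 stronger, and of the added ones 339 were the same and 572 stronger. Since the main setting called 0 genes, no result could be weaker, and the number that stayed the same says nothing about stability. The direction turned for Smad2, whose log2 fold change was -0.07 in the main setting, 0.0117 as a ratio of FPKM means and from -0.393 to 0.0921 with a mouse left out in edgeR or DESeq2. The cause was not tested. The correlation of log2 fold change with GC content was 0.30 in the main setting and between 0.30 and 0.32 with the replicate block, library size alone or genes above the median count. Depth limits the genes with few counts most, since genes without counts in each library are not listed and Crygb, for example, rests on at most 5 counts per fibrosis library.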

Differences from the paper's values

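The tests of DESeq2 with a correction, with the replicate block or with a mouse left out were chosen only after the result was seen. The paper reports 139 differentially expressed genes, and the main setting called 0, with 943 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 on the same genes (153 genes) and DESeq2 on all genes (153 genes) came within 1.5 times the paper's number, and the others did not, with counts from 0 to 5. The paper's methods name DESeq2. The paper's list was called almost whole by both, with 138 of its 139 genes. DESeq2 with the GC correction (164 genes), DESeq2 with the replicate block (201 genes) and DESeq2 without control mouse 3 (182 genes) or fibrosis mouse 1 (151 genes), settings chosen after seeing the values, also came within 1.5 times of it.

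The paper reports 104 up-regulated genes against 0 in the main setting. DESeq2 on the same genes gave 108 and DESeq2 on all genes 107, and the other alternatives set before the data were examined gave from 0 to 5. The paper reports 35 down-regulated genes against 0 in the main setting. DESeq2 on the same genes gave 45 and DESeq2 on all genes 46, and the other alternatives set before the data were examined gave 0. Among the settings chosen after seeing the values, DESeq2 with the GC correction gave 118 higher and 46 lower genes and DESeq2 with the replicate block 144 higher and 57 lower genes.

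For the 39 genes of Table 2 that were tested, no log2 fold change differed from the paper's by more than the spread between mice. The largest difference, for Rfxap, was 0.20 on the log2 scale. The log2 ratio of the group means of FPKM, an alternative set before the data were examined, gave the paper's value after rounding for 39 of 39 genes.

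The paper describes the genes of its Table 2 as the most significant among those that rose. By p-value in edgeR's quasi-likelihood test, the 19 tested genes of that list lay between rank 1 (Mmp12) and rank 202 (Gm49339) of 13454 genes. Timp2 and Itgb5, outside the list, lay at ranks 2 and 3. The list runs by falling log2 fold change and not by FDR. The log2 fold changes of Timp2 and Itgb5 here, 1.24 and 1.07, lay below the lowest of the list, 1.45. The paper counts Aard among its genes, and Aard had more than 50 counts in only 1 mouse.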

Other observations

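Chosen only after the result was seen were the tests of photoreceptor genes, library totals, Mmp12 levels and surface epithelium genes for the deviating libraries, all but 1 of the tests on the genes that qRT-PCR did not verify (the exception is the GC correction), the test of single-library GC trends, both tests on immediate early genes, the retina score in edgeR and the melanin genes.

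Splits of the 6 libraries other than the real one gave results as large for some measures. With DESeq2, 4 of the 10 splits called at least as many genes as the real split with its 153, and among the 4 splits that part all 3 same-numbered pairs 3 did. The largest number, 720, came from control mice 1 and 3 with fibrosis mouse 3 against the others. This split leaves only 1 same-numbered pair parted and sets the libraries whose deviations fell with GC content against those whose deviations rose. The splits with 287, 335 and 720 genes, and that with 152, keep together control mouse 1 and fibrosis mouse 3, the libraries with most photoreceptor RNA. The other splits besides the real one part these 2 libraries and called at most 89. The high counts may therefore reflect neural retina RNA, so they are no clean measure of chance. With edgeR each of the 10 splits called 0 genes. No split could call fewer than the real one, so this count cannot test chance. At an unadjusted p-value under 0.05 in edgeR, 6 of the 10 splits gave at least 943 genes, with at most 2566. For the number of gene sets with an adjusted p-value under 0.05, 1 of the 10 splits, the real split, reached 16, and the others gave between 4 and 13. No share can go under 0.1 with 10 splits. The number of genes called by edgeR aside, none of these results can therefore be told apart from a grouping by chance.

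Control mouse 1 and fibrosis mouse 3 deviated from their group means together, with a correlation of 0.61 across genes, which are not independent replicates. Control mouse 2 was correlated at 0.62 with fibrosis mouse 1 and at 0.49 with fibrosis mouse 2. With 3 libraries per group the deviations partly mirror each other, so 0.61 alone does not single out this pair. Neural retina RNA in both libraries was tested with photoreceptor genes, whose median deviation ranged over 4.00 on the log2 scale between libraries, against 0.26 at the 95th percentile of 10000 random sets matched on expression. Library size does not account for it, since the total of fibrosis mouse 3, 17709357, lay within the range of the other libraries. GC content does not either, as the correlation was 0.62 after the GC correction. For a mislabelled sample Mmp12 was looked at, which was at 13.3 CPM in control mouse 1 and 98.5 CPM in fibrosis mouse 3, each on the side of its own group. Mmp12 has the smallest p-value under these labels, so this cannot test them. Genes of surface epithelium, low in the same libraries, ranged over 3.44 on the log2 scale, but this set was made after some of its genes had been seen and cannot tell. A candidate explanation is that different amounts of retina came with the RPE-choroid during dissection. No biological explanation was tested, as the 2 libraries belong to different groups.

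The gap between edgeR with 0 genes and DESeq2 with 153 was tested against this spread in neural retina RNA. With the retina score as a covariate edgeR called 1 gene, Mmp12, although the common dispersion fell from 0.0842 to 0.0333. Removing the spread in retina RNA in this way did not close the gap. The covariate also takes up a degree of freedom, so this test alone cannot exclude the spread as a part of it. In the simulated counts both tests made calls with 3 mice per group, but those genes were drawn independently of each other.

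Of the genes taken to qRT-PCR, the 3 that rose in RNA-seq and were not verified (Jund, Smarcd3 and Timp2) differed from the 10 verified ones in sequence. The mean GC content was 60.0% against 48.4% (exact permutation test over 286 arrangements, two-sided, p = 0.0105, 0.0157 with Benjamini-Hochberg adjustment over 3 measures). The mean of the peak GC content in windows of 200 nt was 81.3% against 57.9% (exact permutation test, two-sided, p = 0.00350, the smallest these lists allow, 0.0105 with Benjamini-Hochberg adjustment). Reads of overlapping genes could also add to the counts, since 3 of the 3 and 2 of the 10 overlap another annotated gene (Fisher's exact test, two-sided, p = 0.0350, 0.0350 with Benjamini-Hochberg adjustment). Removing the smooth GC trend of each library lowered their mean log2 fold change by 9.65%, from 1.50 to 1.36, so that trend accounts for little of it. The mean of the 10 verified genes was 1.45 before and 1.47 after. A peak as high as the lowest of the 3 is found in 7.44% of tested genes, in 22 up-regulated genes of Table S1 and in 0 down-regulated ones. A log2 fold change of at least 0.5 was reached by 8.69% of the genes with such a peak and 5.16% of the others. GC-rich stretches and overlapping genes remain as candidate explanations for these 3 genes, and with lists of 3 and 10 they cannot be separated. By the paper's methods the qRT-PCR used RPE-choroid-sclera, more mice and a Mann-Whitney test, while the RNA-seq used RPE-choroid. Whether the difference in tissue, mice or test accounts for these 3 genes was not examined, so they need not be errors of the RNA-seq.

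Across genes, the log2 fold change rose with GC content, from a median of -0.10 in the tenth of genes with the lowest to 0.14 in the tenth with the highest GC content. The Spearman correlation was 0.30 without the genes of Table S1, but these are 138 of 13454 genes and not all macrophage genes, so this test cannot exclude a change of the macrophage genes. By library, the correlation of the deviations with GC content was -0.18, 0.08 and -0.25 in control mice 1, 2 and 3 and 0.30, 0.30 and -0.17 in fibrosis mice 1, 2 and 3 (exact permutation test of the group difference, two-sided, p = 0.2). The value of fibrosis mouse 3 (-0.17) lies among those of the control mice. The trend may therefore be a property of single libraries and not of the groups, and no other biological explanation was tested.

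Mmp12 rose by more than the macrophage genes outside Table S1. More macrophage RNA in the fibrosis libraries was tested by asking if Mmp12 lay within their range, and the highest of them, Lgals3, had a log2 fold change of 0.93 against 2.39. Leaving out the genes of Table S1 caps that range, since they were called by their change. With them, the highest of the 25 macrophage and microglia genes, Ctss, had 1.61. The log2 CPM of Mmp12 minus the mean of the 19 macrophage genes outside Table S1 was higher by 1.94 in fibrosis, in 3 of 3 mice (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). More macrophage RNA alone does not account for a rise of Mmp12 above all of these genes, unless other cells also express them, which was not tested. A higher level per macrophage remains a hypothesis.

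Immediate early genes, among them Nr4a1, Egr3 and Arc, were lower in fibrosis, 31 of 39 of them, with a median log2 fold change of -0.42. The central 95% of random sets matched on expression lay between -0.09 and 0.08. The set holds 8 genes of Table S1, called on the same counts. Without them, 23 of 31 genes were lower with a median of -0.19 (adjusted p = 5.2e-04 in edgeR's camera test with Benjamini-Hochberg adjustment). With a mouse left out that adjusted p ran from 1.1e-11 to 0.0731, and with fry it was 0.589, both with Benjamini-Hochberg adjustment. The mean log2 CPM of the whole set ranged over 0.78 among the control mice and over 0.12 among the fibrosis mice, against a difference between groups of 0.50 (exact permutation test, two-sided, p = 0.3). These genes respond within minutes to handling, and a candidate explanation is a difference in the time or handling before the tissue was taken, since control mouse 1 lay at the level of the fibrosis mice.

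Crygb was higher in control mice 2 and 3, and the mean over 8 other lens crystallin genes was highest in the same libraries, with a log2 CPM of 4.17 in control mouse 2 and 3.33 in control mouse 3 against at most 2.58 in the other libraries. Of these 8 genes, 2 were higher in fibrosis. Lens RNA in some libraries may explain the change of Crygb.

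Genes of the RPE outside Table S1 were lower in fibrosis, 14 of 15 genes with a median log2 fold change of -0.36 and in 3 of 3 fibrosis libraries. GC content does not account for it (adjusted p = 4.1e-09 after the GC correction in edgeR's camera test with Benjamini-Hochberg adjustment), nor does neural retina RNA in some libraries (adjusted p = 1.3e-07 with the retina score in the same edgeR camera test with Benjamini-Hochberg adjustment). Without either correction the adjusted p was 2.6e-08, and with fry it was 0.129, both with Benjamini-Hochberg adjustment. A smaller share of pigmented cells was expected to lower melanin synthesis genes too. Their median log2 fold change was 6.8e-04 over 10 genes, 5 higher and 5 lower, from -0.55 to 0.21. Genes that moved both ways cannot exclude a smaller share, and melanocytes of the choroid also express melanin genes. Lower expression of RPE genes within pigmented cells therefore remains a hypothesis, and the splits of the libraries cannot exclude chance.

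Some genes the paper measured in other samples have values in these libraries too. Col1a1 was at 967 ± 436 (SD, n = 3) in control and 1407 ± 388 CPM (SD, n = 3) in fibrosis mice, Fn1 at 95.8 ± 18.4 (SD, n = 3) in control and 140 ± 29.6 CPM (SD, n = 3) in fibrosis mice and Acta2 at 505 ± 34.1 (SD, n = 3) in control and 455 ± 73.4 CPM (SD, n = 3) in fibrosis mice, with log2 fold changes of 0.54, 0.55 and -0.15 and overlapping groups. Arg1 was at 7.45 ± 4.77 (SD, n = 3) in control and 4.89 ± 2.61 CPM (SD, n = 3) in fibrosis mice (log2 fold change -0.62) and Adgre1, which encodes F4/80, at 16.2 ± 4.50 (SD, n = 3) in control and 30.1 ± 12.3 CPM (SD, n = 3) in fibrosis mice (log2 fold change 0.89). Smad1 was at 24.3 ± 1.19 (SD, n = 3) in control and 49.6 ± 9.12 CPM (SD, n = 3) in fibrosis mice, a log2 fold change of 1.03 with no overlap of the groups, which chance gives for 10% of genes, and an adjusted p of 0.198 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 24 alternatives fixed in advance its adjusted p ran from 6.8e-05 to 1.00 with Benjamini-Hochberg adjustment, and it was called by DESeq2 on the same genes and on all genes and by none of the others. Every DESeq2 fit added after the data had been seen also called Smad1, and neither added edgeR fit did. Smad3 had a log2 fold change of 0.09 and Smad2 of -0.07, a direction that turned in some fits. Nos2 was not tested. These are RNA levels in whole RPE-choroid 20 days after the second laser.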
